# A Tgfbr1/Snai1-dependent developmental module at the core of vertebrate axial elongation

**DOI:** 10.7554/eLife.56615

**Published:** 2020-06-29

**Authors:** André Dias, Anastasiia Lozovska, Filip J Wymeersch, Ana Nóvoa, Anahi Binagui-Casas, Daniel Sobral, Gabriel G Martins, Valerie Wilson, Moises Mallo

**Keywords:** snai1, tgfbr1, EMT, axial progenitors, tail bud, axial elongation, Mouse

## Abstract

Formation of the vertebrate postcranial body axis follows two sequential but distinct phases. The first phase generates pre-sacral structures (the so-called primary body) through the activity of the primitive streak on axial progenitors within the epiblast. The embryo then switches to generate the secondary body (post-sacral structures), which depends on axial progenitors in the tail bud. Here we show that the mammalian tail bud is generated through an independent functional developmental module, concurrent but functionally different from that generating the primary body. This module is triggered by convergent Tgfbr1 and Snai1 activities that promote an incomplete epithelial to mesenchymal transition on a subset of epiblast axial progenitors. This EMT is functionally different from that coordinated by the primitive streak, as it does not lead to mesodermal differentiation but brings axial progenitors into a transitory state, keeping their progenitor activity to drive further axial body extension.

## Introduction

Formation of the vertebrate body is a complex and dynamic process involving a series of sequential growth and patterning activities. In amniotes, the primordia of the different organs and body structures are laid down progressively in a head to tail sequence by dedicated axial progenitors with stem cell-like properties (Stern et al., 2006). Although continuous, this process can be divided into distinct steps based on structural and regulatory features. At the end of gastrulation, during the so-called primary body formation (i.e. post-occipital region of the head, neck and trunk) axial progenitors are located in the epiblast, an epithelial layer at the caudal embryonic end, and their activity is organized by the primitive streak (PS) (Aires et al., 2018; Holmdahl, 1925; Steventon and Martinez Arias, 2017). At this stage, the embryo contains axial progenitors with different potencies. These include the neuro-mesodermal progenitors (NMPs), a bipotent cell population that can generate both neural and mesodermal tissues, and the lateral and paraxial mesoderm progenitors (LPMPs), with potential limited to mesodermal lineages, that together with the endoderm generate organic systems involved in most vital and reproductive functions (Wilson et al., 2009; Wymeersch et al., 2016). After PS regression and caudal neuropore closure, the embryo engages in secondary body formation (essentially the tail). At this stage, axial progenitors, which are now restricted to NMPs, are located in the tail bud (Bénazéraf and Pourquié, 2013; Henrique et al., 2015; Steventon and Martinez Arias, 2017; Wilson et al., 2009).

A large number of genetic experiments led to the identification of factors regulating axial progenitor activity. Some of these factors, including *Wnt3a*, *Fgf8*, *T(Brachyury)* or the *Cdx* gene family, are required during both primary and secondary body axis formation, as their partial or total inactivation produce different degrees of axial truncations depending on the levels of gene activity left available to the axial progenitors (Boulet and Capecchi, 2012; Greco et al., 1996; Herrmann et al., 1990; Naiche et al., 2011; Savory et al., 2011; Takada et al., 1994). Other factors show regional specific activity, determining whether progenitors generate trunk or tail structures (Aires et al., 2019; Aires et al., 2018; Aires et al., 2016; DeVeale et al., 2013; Robinton et al., 2019; Wymeersch et al., 2019). Gain and loss of function experiments in the mouse revealed a central role for *Pou5f1* (also known as *Oct4*) in trunk development. Indeed, conditional *Pou5f1* inactivation after it had fulfilled its role during preimplantation and early post-implantation stages resulted in embryos lacking trunk structures but still containing recognizable tails (DeVeale et al., 2013). Conversely, sustained transgenic *Pou5f1* expression in the axial progenitor region extended trunk development at the expense of the tail (Aires et al., 2016). *Pou5f1* importance for vertebrate trunk development was further revealed by the finding that the remarkably long trunks characteristic of the snake body plan seemed to derive from a chromosomal rearrangement involving the *Pou5f1* locus during vertebrate evolution that placed this gene under the control of regulatory elements that maintained its expression for very long developmental periods (Aires et al., 2016).

In the tail bud, axial progenitor activity is independent of *Pou5f1* (DeVeale et al., 2013). Genetic experiments in mouse embryos revealed that in this area the *Lin28/let-7* axis together with *Hox13* genes, particularly those belonging to the *HoxB* and *HoxC* clusters, occupy a prevalent position in the regulatory hierarchy of axial progenitors in the tail bud (Aires et al., 2019; Robinton et al., 2019). Interestingly, while tail bud progenitors show drastic responses to variations in the Lin28/let-7 pathway and are strongly inhibited by premature activation of *Hox13* genes, their trunk counterparts are largely non-responsive to those activities (Aires et al., 2019; Robinton et al., 2019), suggesting the existence of differences in cell competence, at the progenitor level, during primary and secondary body formation. The differences in progenitor regulation at trunk and tail levels seem to be also associated with changes in their functional characteristics. For instance, while NMPs produce neural tube at both axial levels, they are thought to follow different mechanisms in the two regions (Catala et al., 1995; Schoenwolf, 1984; Schoenwolf and Smith, 1990). Differences can also be observed in the properties of their mesodermal derivatives. In particular, while disconnecting the *Lfng* cycling activity disturbs somitogenesis at trunk levels, it has no or minor effects in the tail (Shifley et al., 2008; Williams et al., 2014). Conversely, forced *Hoxb6* expression blocks tail somitogenesis but has no effect at trunk levels (Casaca et al., 2016).

Despite these major differences in axial progenitor regulation and competence, lineage tracing experiments indicate that post-occipital neural and mesodermal structures are generated from a progenitor pool that is, at least to some extent, maintained along the main vertebrate body axis (Tzouanacou et al., 2009), thus implying that transition from primary to secondary body development entails unknown molecular mechanisms occurring at the progenitor level (Aires et al., 2018). We have previously shown that *Gdf11* activity plays a relevant role in this process (Aires et al., 2019; Jurberg et al., 2013). However, partial redundancy by *Gdf8* (McPherron et al., 2009) complicates proper evaluation of this process, as trunk-to-tail transition eventually becomes activated in *Gdf11* mutant embryos, although at more caudal axial levels and generating a number of abnormal structures (Aires et al., 2016; McPherron et al., 1999). Therefore, to evaluate the underlying molecular mechanisms, we compared the molecular characteristics of axial progenitors at progressively later developmental stages using a single-cell RNA-sequencing (scRNA-seq) approach and found that the switch from primary to secondary body development entails an incomplete epithelial to mesenchymal transition (EMT) affecting a subset of axial progenitors in the epiblast. Further analyses showed that this process is functionally different from that generating primary body structures and that it is driven by the sequential activity of *Tgfbr1* and *Snai1*. Together, our data uncovered a distinct functional developmental module generating the tail bud from a subset of epiblast axial progenitors, that initiates secondary body formation in mouse embryos.

## Results

### Axial progenitors undergo an incomplete EMT during axial extension

To evaluate the underlying mechanisms of the changes in progenitor activity as they switch from generating primary to secondary body structures, we compared their molecular characteristics at progressively later developmental stages using a scRNA-seq approach. 

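The caudal lateral epiblast is the tissue beside the node and the anterior primitive streak. It was dissected from outbred mouse embryos at the early head fold stage, at about embryonic day 8.0, and the pieces were pooled, dissociated and sorted by FACS with 1 cell in each well of a plate. Full-length cDNA was made from each cell by Smart-seq2, which adds no molecular identifiers, so that several reads can come from 1 molecule. Counts for 91 cells were analysed. The authors aligned the reads to the mouse genome GRCm38 with HISAT2 and counted reads per annotated gene with featureCounts, and the values used here are these counts, without normalization. The counts per cell ranged from 709866 to 4439571 with a median of 2507671. The paper's stated depth of sequenced reads, in units of 1000000 reads, is 5 per cell, while the counts are reads assigned to genes, with a median of 2.51 such units. A cell had reads in 6261 to 10448 genes.
The embryo of origin of each cell is not named, so the 91 cells are 1 pooled sample without replicates and no test was made. Levels are given as the mean over cells of counts scaled to a total of 1000000 per cell (CPM) with the SD over cells, which describes the spread between cells and not between embryos. Shares of cells carry an exact Clopper-Pearson interval of 95% confidence that covers counting error only. A gene was called measured with at least 1 read in at least 3 cells, which held for 18054 genes, and was called higher in a group of cells when the mean CPM differed at least 2-fold after 1 CPM was added to both means. No cell was left out, no doublet caller was run on these sorted cells, and the doublet gate of the sort is not given in the sources used here.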

We first obtained scRNA-seq data from the caudal lateral epiblast (CLE) of early head fold mouse embryos [~embryonic stage (E) 8.0], which contain axial progenitors (Cambray and Wilson, 2002; Tam and Behringer, 1997; Figure 1A). 

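The 91 cells formed a group of 43 epiblast-like cells (47.3%, interval 36.7 to 58.0%) and a group of 48 mesoderm-like cells. In the epiblast-like group all 8 epiblast markers, among them the caudal epiblast genes Nkx1-2 and Wnt8a, had reads in at least 50% of the cells, and none of 8 markers of mesoderm did. In the mesoderm-like group all 8 mesoderm markers did, among them the paraxial mesoderm genes Tbx6, Msgn1 and Dll1, together with 3 of the epiblast markers. Markers of node or notochord, endoderm, lateral mesoderm, blood, neural tissue and surface ectoderm led neither group. Nkx1-2 averaged 967 ± 359 CPM (SD over cells) in epiblast-like and 50.8 ± 96.2 CPM in mesoderm-like cells, and Tbx6 averaged 13.0 ± 36.9 and 325 ± 221 CPM.
The groups came from a consensus of k-means clusterings, after the SC3 method, of log2(CPM + 1) over 12568 genes. The 509 genes of the gene lists and of the paper's E8.0 marker table were left out, so that the levels of these genes were not used to make the groups. A pair of cells in the same group was clustered together in a mean share of 0.798 of the clusterings and a pair from different groups in 0.275. The membership of the groups depends on the normalization: with median-of-ratios size factors in place of CPM there were 34 epiblast-like cells and 25 of the 91 cells were in the other group. A score of the paper's E8.0 markers, epiblast minus mesoderm, did not overlap between the groups made with CPM. It ran from -1.46 to 4.33 in epiblast-like and from -5.52 to -2.91 in mesoderm-like cells. The groups made from size factors thus mix cells that these markers keep apart, which argues against them as a split by cell type. The study chose these markers on the same cells. With all genes, 42 cells were epiblast-like and 1 cell changed group.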

The dissected tissue included some nascent mesoderm, but these cells segregated from those of the epiblast using the single-cell consensus clustering (SC3) framework (Kiselev et al., 2017), producing two well-defined clusters (Figure 1A and Figure 1—figure supplement 1A). We then compared these data with published scRNA-seq data from CLE regions of E8.5 and E9.5 embryos (Gouti et al., 2017), which similarly to the E8.0 single-cells, contained some nascent mesoderm. Principal component analysis (PCA) of all these single-cell transcriptomes indicated that the epiblast cluster from E8.0 embryos becomes more similar to the mesodermal component (Figure 1A; Figure 1—figure supplement 1B,C). Interestingly, differential gene expression analysis revealed an increase of mesenchyme-associated genes and a concomitant decrease of some epithelial markers (Kalluri and Weinberg, 2009; Lamouille et al., 2014) in epiblast clusters as development proceeds (Figure 1B). For instance, we observed a transition from *Cdh1* (*E-cadherin*) to *Cdh2 (N-cadherin)*, as well as downregulation of *Epcam* and up-regulation of *Vim*. This tendency was also observed in cells co-expressing *Sox2* and *T* (Figure 2), typically associated with NMPs (Cambray and Wilson, 2007; Koch et al., 2017; Martin and Kimelman, 2012; Olivera-Martinez et al., 2012; Tsakiridis et al., 2014; Wymeersch et al., 2016). These results suggest that progress into tail bud stages requires that axial progenitors undergo an EMT.

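At E8.0 the epiblast-like cells had high levels of Cdh1 and Epcam, which encode adhesion proteins of epithelia, and lower levels of Cdh2 and of Vim, an intermediate filament gene of mesenchyme. Cdh1 (GRCm38 chromosome 8, 106603351 to 106670246) averaged 276 ± 175 CPM (SD over cells, n = 43) and had reads in 42 of the 43 cells, and Epcam (chromosome 17, 87635979 to 87651129) averaged 272 ± 171 CPM and had reads in all 43. Cdh2 (chromosome 18, 16588877 to 16809246) averaged 27.8 ± 40.2 CPM with reads in 29 cells, and Vim (chromosome 2, 13573927 to 13582826) averaged 51.1 ± 44.9 CPM with reads in 38. The cells of E8.5 and E9.5 were not analysed here.
Within E8.0 the mesoderm-like cells show the opposite balance. All 7 measured genes of the paper's mesenchymal panel were at least 2-fold higher in them, with a median log2 ratio of -1.62 between epiblast-like and mesoderm-like cells, below all of 10000 random lists of equal size and expression. Fn1, which encodes fibronectin, averaged 48.9 ± 68.0 CPM in epiblast-like and 621 ± 360 CPM in mesoderm-like cells, and Lef1, a nuclear factor of Wnt signalling, 61.5 ± 51.9 and 374 ± 211 CPM. Of 10 measured genes of the epithelial panel, 5 were higher in epiblast-like cells, among them Cdh1, Epcam and Cldn3, 3 differed less than 2-fold, and the basement membrane genes Lamb1 and Col4a1 were higher in mesoderm-like cells, Lamb1 at 137 ± 91.8 against 37.6 ± 56.2 CPM. These panels were chosen by the study for these cells, and their direction is not independent evidence. In lists of other genes, 11 of 19 epithelial genes were higher in epiblast-like cells, among them the polarity gene Pard6b and the epithelial splicing factor Esrp1, 1 (Dsp) was higher in mesoderm-like cells and 7 differed less than 2-fold. Of 16 other mesenchymal genes 8 were higher in mesoderm-like cells, among them Pdgfra and Cdh11, 2 (Sparc and Prrx1) were higher in epiblast-like cells and 6 differed less than 2-fold. With the groups made from size factors, 2 of the 7 mesenchymal and 1 of the 10 epithelial panel genes differed 2-fold in these directions, as did 4 of the 19 other epithelial and 5 of the 16 other mesenchymal genes.

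**Figure D1:**
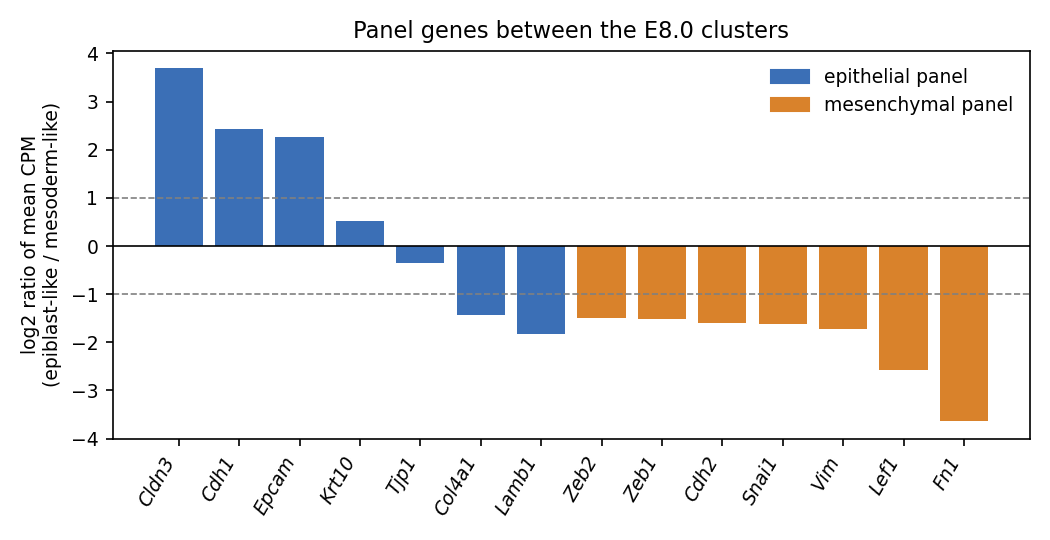
Bars show the log2 ratio of mean CPM, after 1 CPM was added, in 43 epiblast-like over 48 mesoderm-like cells at E8.0 for 7 of the 10 measured genes of the epithelial panel (blue), of which Tjp1 and Krt10 lie between the dashed lines, and for the 7 of the mesenchymal panel (orange); dashed lines mark a 2-fold difference, and there are no error bars because the cells are 1 pooled sample. The 7 mesenchymal genes lie below the lower line, and the epithelial genes drawn range from a log2 ratio of 3.69 for Cldn3, which had 1 read in the mesoderm-like cells, to -1.84 for Lamb1.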

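T, a transcription factor gene of the primitive streak (chromosome 17, 8434423 to 8442496), and Sox2, a transcription factor gene of neural and pluripotent cells (chromosome 3, 34650405 to 34652461), had reads together in 25 of 43 epiblast-like cells at E8.0 (58.1%, interval 42.1 to 73.0%). Sox2 averaged 20.2 ± 29.5 CPM (SD over cells) in epiblast-like and 1.15 ± 5.33 CPM in mesoderm-like cells, and T averaged 228 ± 366 and 427 ± 317 CPM. Most genes of the epithelial and mesenchymal panels differed less than 2-fold between the 25 double-positive and the 18 other epiblast-like cells. All 7 measured mesenchymal genes differed less than 2-fold, Cdh2 at 34.3 ± 42.2 against 18.8 ± 36.6 CPM and Vim at 54.0 ± 48.6 against 47.0 ± 40.1 CPM. Of the 10 epithelial genes, Tjp1 was higher in the double-positive cells (61.3 ± 77.7 against 24.6 ± 35.5 CPM). Lower were 2, Krt10 (11.1 ± 18.0 against 31.3 ± 30.7 CPM) and Crb3. The other 7 differed less than 2-fold, Cdh1 at 314 ± 172 against 222 ± 171 CPM. When at least 5 reads of T and of Sox2 were asked for, the 7 mesenchymal genes again differed less than 2-fold. Of the epithelial genes Tjp1 (82.4 ± 80.5 against 24.4 ± 43.7 CPM) and Krt18 were then higher. Krt10 was lower (7.38 ± 11.8 against 26.7 ± 29.3 CPM). At 10 CPM of each, the Zeb1 mean was higher in the 13 double-positive cells (13.8 ± 48.6 against 5.94 ± 24.0 CPM). The shares of cells with a Zeb1 read were alike, 2 of 13 (15.4%) and 4 of 30 (13.3%), so the higher mean rests on at most 2 cells. Among the epithelial genes 2 were higher and 2 lower at 10 CPM. Tjp1 was higher and Krt10 lower under each of these rules.
A read of both genes was also found in 25 of 48 mesoderm-like cells (52.1%, interval 37.2 to 66.7%), so that a single read does not set the groups apart. Over all 48 of them, 23 had only 1 to 3 Sox2 reads, as 12 epiblast-like cells had 1 or 2. With at least 5 reads of each gene, 16 epiblast-like cells (37.2%, interval 23.0 to 53.3%) and 3 mesoderm-like cells (6.25%, interval 1.31 to 17.2%) were double-positive, and with every cell thinned to 500000 counts 19 and 11 cells had a read of both. As background, 15 genes of other organs had a read in 3.72% of the gene and cell pairs of epiblast-like cells and in 2.50% of those of mesoderm-like cells, carried by a few of the genes since 11 and 12 of the 15 had none, and 1 to 4 reads in 0.465% and 0.556% of the pairs, at median counts per cell of 2450073 and 2589802. The Sox2 gene lies inside the longer gene Sox2ot, whose reads may be counted with it where they overlap. From the higher mesenchymal and lower epithelial gene levels in epiblast cells of later stages, double-positive cells included, the paper proposes that an EMT of axial progenitors is needed to pass into the tail bud stages.

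**Figure D2:**
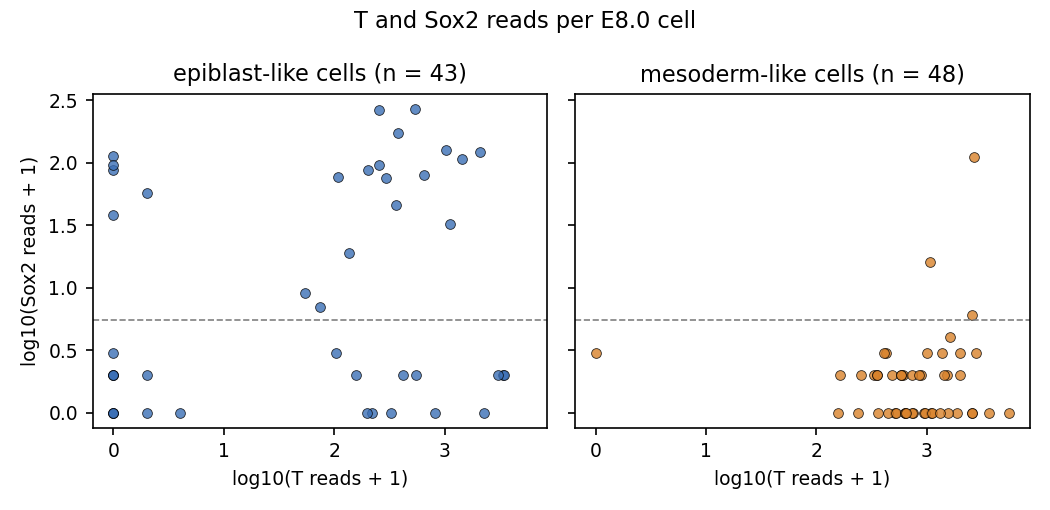
Each point is 1 E8.0 cell, with log10(T reads + 1) on the horizontal and log10(Sox2 reads + 1) on the vertical axis, for 43 epiblast-like (left) and 48 mesoderm-like cells (right); the dashed line separates up to 4 from at least 5 Sox2 reads. Above it lie 21 epiblast-like and 3 mesoderm-like cells.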

**Figure 1.**
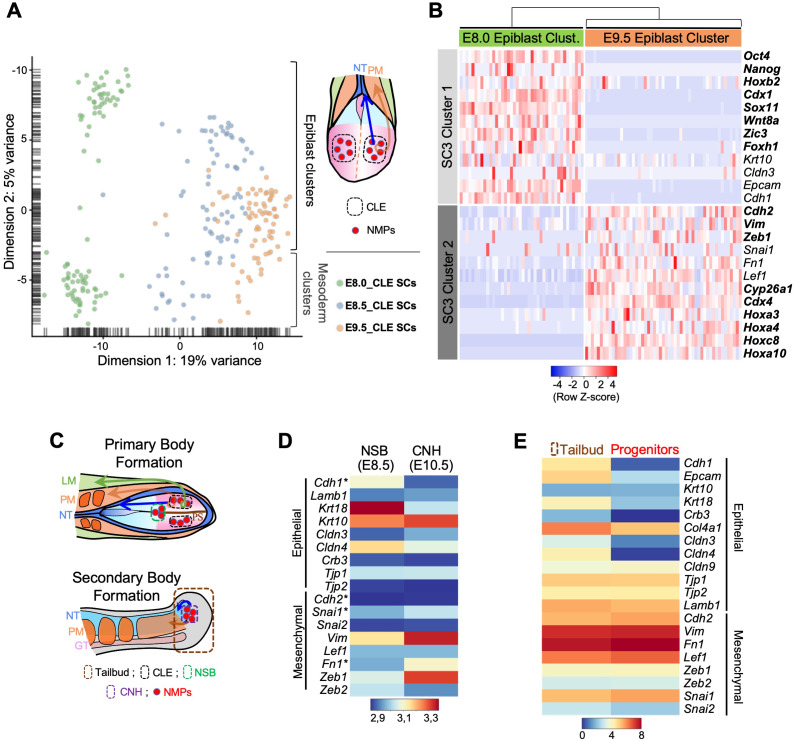
Axial progenitors undergo an incomplete EMT during axial extension. (**A**) PCA analysis of CLE scRNA-seq datasets from E8.0, E8.5 and E9.5 embryos. Dimension one represents developmental time, whereas dimension two shows differences in cell characteristics. Epiblast and mesodermal clusters are indicated. During primary body formation, epiblast clusters converge towards the mesodermal compartment. (**B**) Z-score heatmap gene expression analysis of selected genes and marker genes (highlighted in bold), obtained with the SC3 when pre-clustered E8.0 and E9.5 epiblast single-cells are forced to form two clusters. Downregulation of some epithelial-associated genes (e.g. *Cdh1* and *Epcam*) together with upregulation of several mesenchymal-related genes (e.g. *Cdh2*, *Vim*, *Zeb1*) at E9.5 is observed. P-values are shown in Figure 1—source data 1. (**C**) Diagrams showing the regions used for the analysis in D and E. (**D**) Comparative heatmap representation of microarray gene expression between E8.5 node-streak border (NSB) and E10.5 chordoneural hinge (CNH). Epithelial and mesenchymal markers are indicated. (**E**) Comparative heatmap representation of RNA-seq gene expression in tail bud axial progenitors and a similar-staged reference total tail bud. Both (**D and E**) analysis indicated that loss of epithelial markers in tail bud axial progenitors is not complete (e.g. *Tjp1* and *Krt10*). NT: Neural Tube; PM: Paraxial Mesoderm; LM: Lateral Mesoderm; GT: Gut; PS: Primitive Streak; * means Average. Figure 1—source data 1.p-values corresponding to the SC3 analysis of RNA-seq values represented in Figure 1 and Figure 1—figure supplement 1.

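Among other genes shown for the E8.0 and E9.5 epiblast, the pluripotency genes Pou5f1 and Nanog had reads in all 43 E8.0 epiblast-like cells, Pou5f1 at 98.6 ± 66.8 CPM (SD over cells) and Nanog at 17.4 ± 28.0 CPM. Cdx1, a caudal homeobox gene, averaged 1216 ± 645 CPM, Sox11 346 ± 190 CPM and Wnt8a 119 ± 102 CPM, while Cdx4 (71.9 ± 112 CPM) had reads in 19 cells and Cyp26a1, which encodes an enzyme that degrades retinoic acid, in 11 cells (30.2 ± 86.8 CPM). Foxh1 averaged 46.1 ± 51.2 CPM. Among the Hox genes Hoxb2 had reads in 41 cells, Hoxa3 in 10 and Hoxa4 in 5. Hoxc8 and Hoxa10 had no read in any of the 43 cells, which allows a share of cells with a read of up to 8.22% (exact interval). Zeb1, a transcription factor gene of EMT, had reads in 6 epiblast-like cells (14.0%, interval 5.30 to 27.9%) and in 15 mesoderm-like cells (31.2%, interval 18.7 to 46.3%).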

**Figure 1—figure supplement 1.**
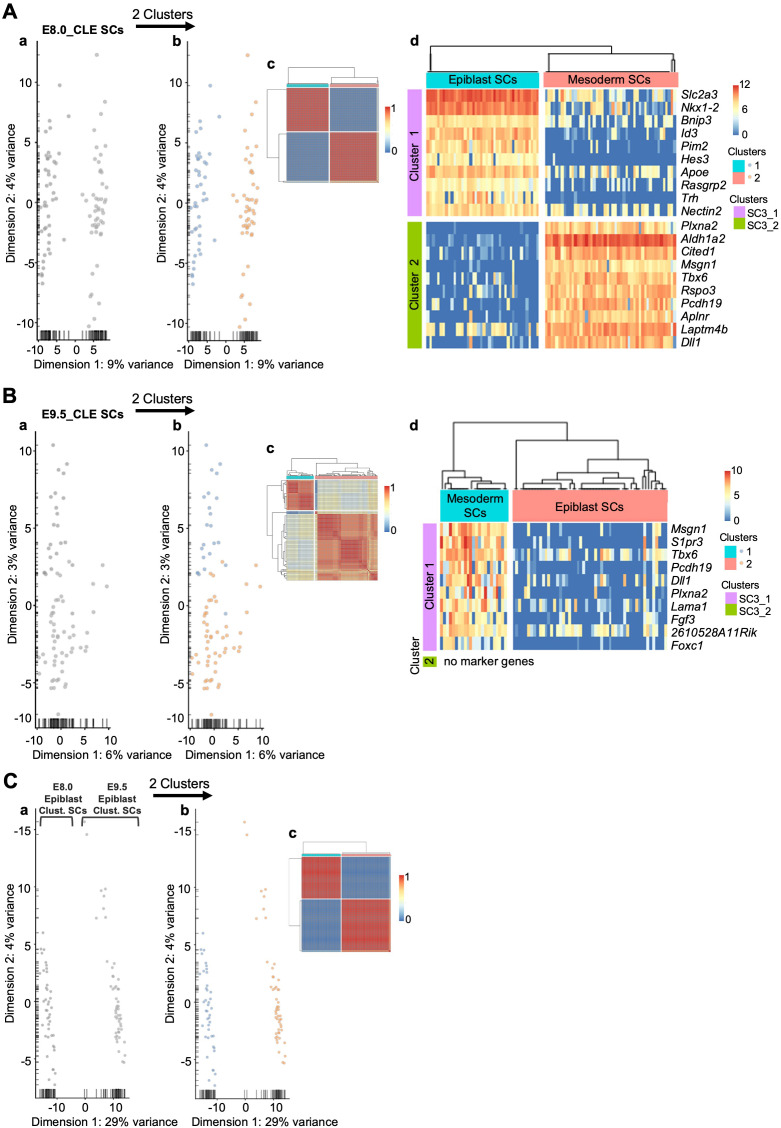
SC3 clustering analysis enables the distinction of epiblast from early mesoderm cells. Analysis of E8.0 single-cells (**A**), E9.5 single cells (**B**) and of pre-clustered E8.0 and E9.5 epiblast single-cells (**C**). For each study, the first PCA (Aa, Ba and Ca) suggested the existence of two clusters, which can be observed in orange and blue in the second PCA (Ab, Bb and Cb). Single-cell clustering consensus matrices (Ac, Bc and Cc) indicate resemblances between the two clusters of each analysis. SC3 marker gene expression (Ad and Bd) shows that differences between epiblast and mesoderm cells decrease from E8.0 to E9.5. P-values are shown in Figure 1—source data 1.

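The paper's E8.0 marker genes separated the groups in the direction the paper gives. All 78 epiblast markers were at least 2-fold higher in epiblast-like cells, and 86 of 87 mesoderm markers were at least 2-fold higher in mesoderm-like cells. These markers were chosen by the study on these same cells and are not independent evidence. All 17 measured genes of a list of presomitic mesoderm genes were higher in mesoderm-like cells, with Aldh1a2, which encodes an enzyme of retinoic acid synthesis, at 13.6 ± 86.9 CPM (SD over cells) in epiblast-like and 1539 ± 644 CPM in mesoderm-like cells, and the transcription factor gene Msgn1 at 1.23 ± 6.74 and 154 ± 96.5 CPM. With the groups made from size factors 12 of the 17 were. Msgn1 of this list is also a marker by which the mesoderm-like group was named. The direction of the list is therefore not wholly independent evidence either. Of 18 pluripotency and epiblast genes 9 were higher in epiblast-like cells, among them Utf1 (25.3 ± 30.5 against 0.596 ± 3.93 CPM) and Eras (20.6 ± 24.7 against 0.214 ± 1.45 CPM), 2 (Foxh1 and Otx2) were higher in mesoderm-like cells and 7 differed less than 2-fold. With the groups made from size factors, and with a pseudocount of 10 CPM, 5 of these 18 were higher in epiblast-like cells. Of 16 axial progenitor genes 8 were higher in epiblast-like cells, Cdx2 among them at 59.5 ± 57.4 against 18.5 ± 28.1 CPM, Fgf17 and Hoxb1 were higher in mesoderm-like cells, and 6, among them Wnt3a and Fgf8, differed less than 2-fold.
In a principal component analysis of log2(CPM + 1) over 12895 genes the first component held 4.36% and the second 2.63% of the variance. On the first component 42 of 43 epiblast-like cells lay above 0 and 47 of 48 mesoderm-like cells below it.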

**Figure 2.**
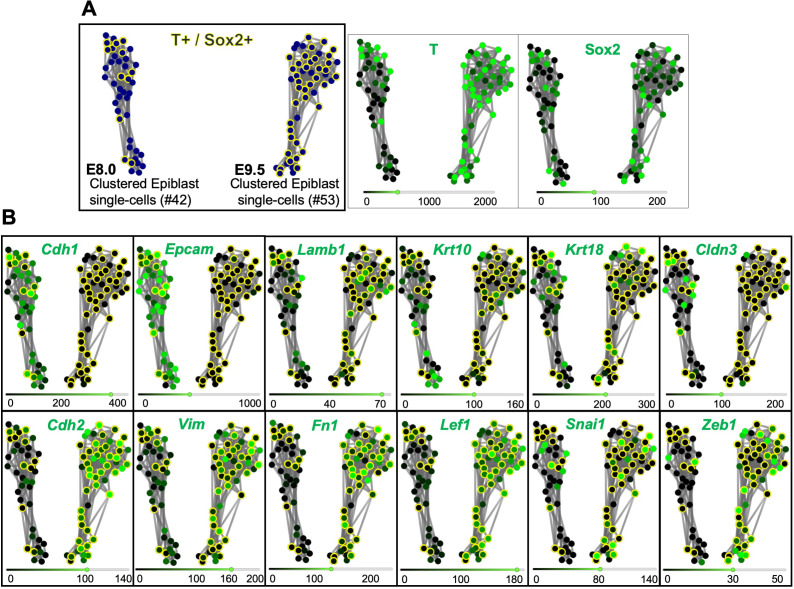
*T* and *Sox2* double-positive cells acquire mesenchymal properties during primary body formation. (**A**) RPKM (Reads per kilo base per million mapped reads) SPRING analysis of pre-clustered epiblast E8.0 and E9.5 single cells, organizes them in two clusters according to their developmental stage. *T* and *Sox2* double-positive cells are shown circled in yellow. (**B**) Comparative gene expression analysis of epithelial (upper row) and mesenchymal (lower row) markers focused on *T*^+^ and *Sox2^+^* epiblast cells suggest that they undergo an EMT between E8.0 and E9.5. The scRNA-seq values in RPKM used for this analysis are shown in Figure 2—source data 1. Figure 2—source data 1.RPKM (Reads per kilo base per million mapped reads) values represented in Figure 2, Figure 2—figure supplement 1 and Figure 2—figure supplement 2.

**Figure 2—figure supplement 1.**
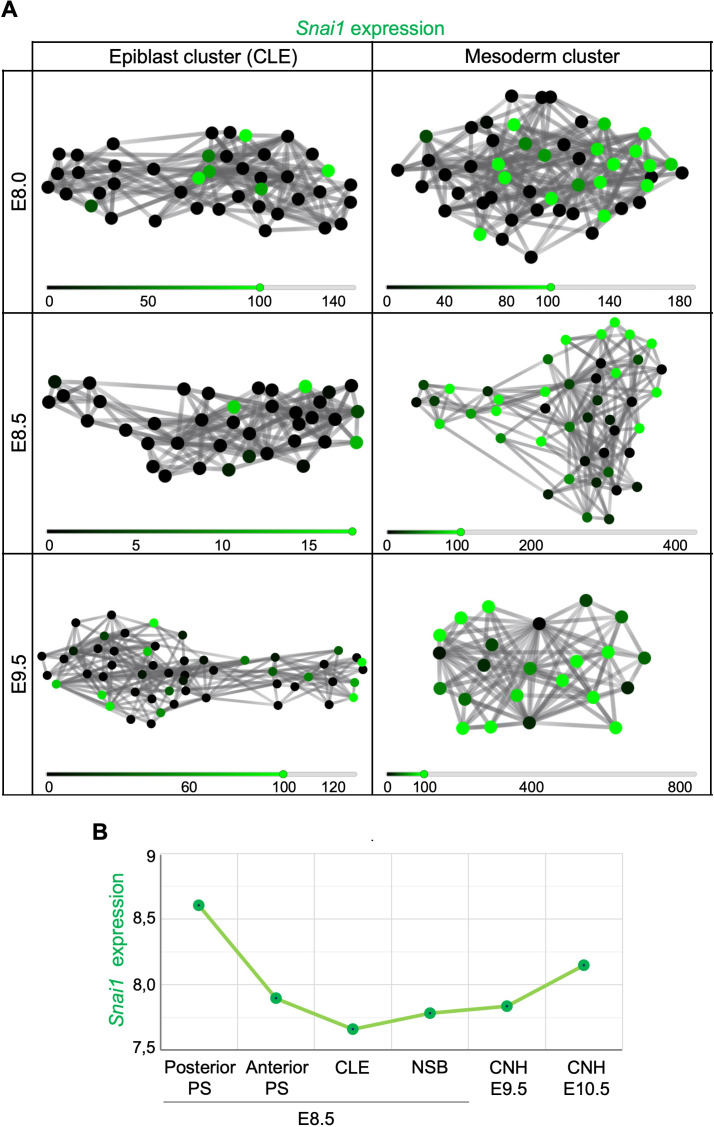
*Snai1* is expressed at low levels in regions known to contain axial progenitors. (**A**) Analysis of clustered epiblast and mesoderm single-cells from E8.0, E8.5 and E9.5 wild type embryos, indicate that Snai1 is expressed in early mesoderm cells and also in some cells of the caudal lateral epiblast (CLE). (**B**) During primary body formation, according to Wymeersch et al., 2019 datasets, *Snai1* is expressed in the primitive streak (PS) and its expression in axial progenitor regions [node-streak border (NSB) and chordoneural hinge (CNH)] increases during tail bud formation.

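At E8.0 Snai1, which encodes a zinc-finger repressor that acts in EMT (chromosome 2, 167538195 to 167542814), had reads in 7 of 43 epiblast-like cells (16.3%, interval 6.81 to 30.7%) and in 20 of 48 mesoderm-like cells (41.7%, interval 27.6 to 56.8%). It averaged 7.28 ± 18.2 CPM (SD over cells) in epiblast-like and 24.4 ± 33.8 CPM in mesoderm-like cells. The numbers of cells were the same, 7 and 20, with every cell thinned to 500000 counts, and 7 and 19 with at least 5 reads asked for. The intervals cover counting error of 1 pool of cells, and they overlap. The 7 epiblast-like cells with Snai1 reads had reads of Cdh1, Epcam and Nkx1-2 in every cell, with Cdh1 at 262 ± 158 against 278 ± 181 CPM in the 36 cells without Snai1, and 4 of them had reads of T and Sox2 as well. Of the mesoderm genes Msgn1 averaged 6.43 ± 16.6 against 0.221 ± 0.937 CPM (reads in 2 of 7 and 3 of 36 cells), while Tbx6 (21.3 ± 33.3 against 11.4 ± 37.8 CPM) and Mixl1 (11.5 ± 22.8 against 23.3 ± 87.7 CPM) differed less than 2-fold. The Msgn1 difference comes from cell C10, with 133 Msgn1, 271 Tbx6 and 2263 T reads. Cell C10 was then left out, after the data were seen. The other 6 cells averaged 0.161 ± 0.394 CPM of Msgn1, 9.88 ± 15.3 CPM of Tbx6 and 10.1 ± 24.7 CPM of Mixl1. All 3 means were below those of the cells without Snai1, and of these 3 genes only Mixl1 then differed 2-fold. For Msgn1 and Mixl1 this rests on cell B10, which was kept among the cells without Snai1. It had the highest values there, 5.03 CPM of Msgn1 and 499 CPM of Mixl1. The Tbx6 direction rests on cell D5, also without Snai1 reads, which had 217 CPM of Tbx6. The Msgn1, Mixl1 and Tbx6 directions and the Mixl1 difference are therefore not established. Outside these 3 genes, T (69.3 ± 66.1 against 239 ± 385 CPM) and Fn1 (11.5 ± 19.2 against 53.5 ± 71.6 CPM) were at least 2-fold lower. So was Eomes (0.367 ± 0.899 against 2.99 ± 10.8 CPM), but few cells had Eomes reads, 1 of 7 and 4 of 36 with cell C10 counted. The Eomes difference rests on cells D5 and H9 among those without Snai1 (49.5 and 41.5 CPM). Fn1 and Eomes were at least 2-fold lower with cell C10 too, and none of the genes compared was 2-fold higher without cell C10. T differed less than 2-fold with cell C10 (166 ± 264 against 239 ± 385 CPM), the Snai1-positive cell with the most T reads. Among the cells without Snai1, F3 (1536 CPM) and B10 (1219 CPM) had the highest T values. The T difference is therefore not established. In the mesoderm-like group the share with Snai1 reads was higher in 7 cells, chosen after their values were seen, than in the rest. All 7 cells with the lowest consensus with their group had them, against 13 of the other 41 (31.7%, interval 18.1 to 48.1%). These 7 cells also had more genes with a read (median 9005 against 7794) and higher total counts (median 3076573 against 2580529). Among them, 6 belong to the small cluster made when 3 clusters are asked for. In that cluster 6 of 7 cells had Snai1 reads, against 14 of the other 41 (34.1%, interval 20.1 to 50.6%).
Among 9 measured transcription factor genes of EMT, 6 were higher in mesoderm-like cells (Snai1, Zeb1, Zeb2, Foxc2, Twist1 and Sox9), 2 (Eomes and Prrx1) were higher in epiblast-like cells and 1 (Twist2) differed less than 2-fold. Zeb2 averaged 35.9 ± 44.2 and 102 ± 107 CPM. Foxc2 had no read in the epiblast-like cells and averaged 50.3 ± 72.6 CPM in mesoderm-like cells. Of 9 genes of the EMT of gastrulation 3 were higher in mesoderm-like cells, 2 in epiblast-like cells and 4 differed less than 2-fold. Counts summed per cluster gave 5 higher in mesoderm-like and 1 in epiblast-like cells, and a pseudocount of 10 CPM gave 1 and 0. With the groups made from size factors, Snai1 reads were found in 10 of 34 epiblast-like (29.4%) and 17 of 57 mesoderm-like cells (29.8%), so that the groups no longer stood apart. In these groups 3 of the 9 EMT factors were higher in mesoderm-like cells. A pseudocount of 10 CPM in the unchanged groups left 2 of the 9 higher in mesoderm-like cells and none in epiblast-like cells.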

**Figure 2—figure supplement 2.**
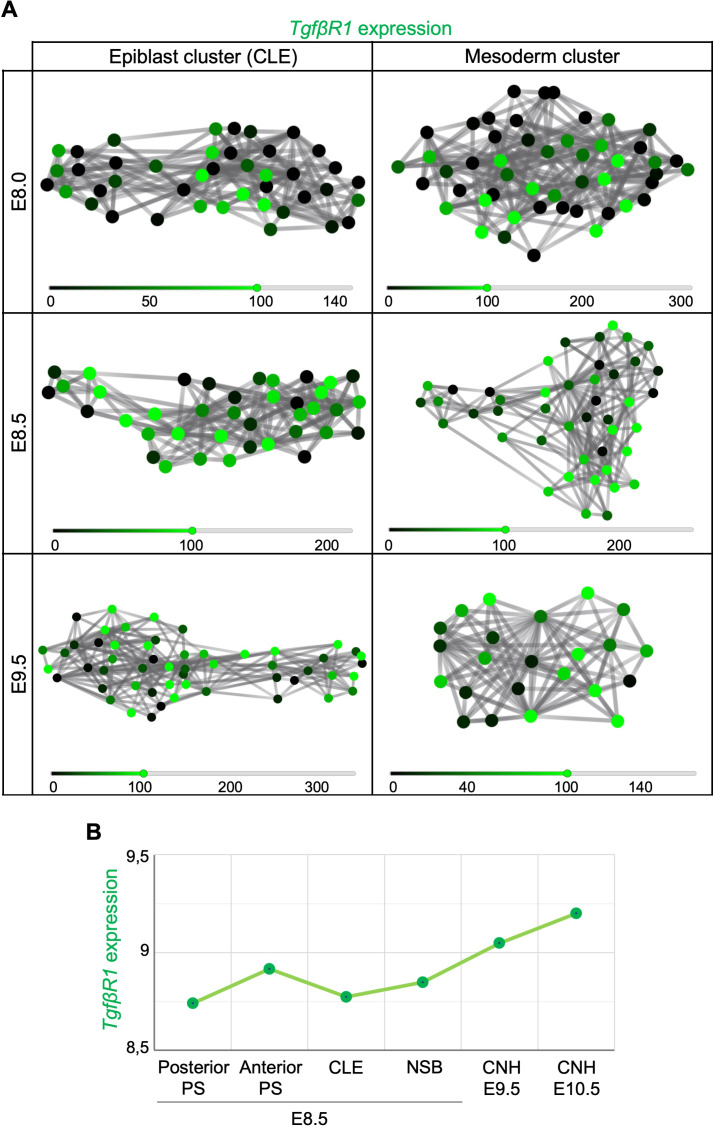
*Tgfbr1* is expressed in regions known to contain axial progenitors. (**A**) *Tgfbr1* expression is present in several clustered caudal lateral epiblast (CLE) and early mesoderm single cells. (**B**) According to Wymeersch et al., 2019 microarray datasets, the transition from primary to secondary body formation entails an increase of *Tgfbr1* expression in the chordoneural hinge (CNH) when compared to the primitive streak (PS) and node-streak border (NSB) regions.

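Tgfbr1, which encodes a type I receptor of the Tgf-beta family (chromosome 4, 47353222 to 47414931), had reads in 28 of 43 epiblast-like cells (65.1%, interval 49.1 to 79.0%) and in 33 of 48 mesoderm-like cells (68.8%, interval 53.7 to 81.3%) at E8.0. It averaged 63.4 ± 89.0 CPM (SD over cells) in epiblast-like and 92.8 ± 131 CPM in mesoderm-like cells, under the 2-fold rule. Thinned to 500000 counts, 25 and 32 cells had a read. With an RPKM of at least 10 the numbers were 14 and 21 cells. Reads of Tgfbr1 and Snai1 together were found in 5 epiblast-like and 14 mesoderm-like cells.
Most genes of the Tgf-beta and Gdf11 pathway were at similar levels in both groups: of 19 measured genes 14 differed less than 2-fold, 3 (Tgfbr3, Tdgf1 and Tgfb2) were higher in epiblast-like cells and 2 (Lefty2 and Acvr2a) in mesoderm-like cells, and the median log2 ratio of -0.06 lay at percentile 29.5 of the random lists. Tgfbr3, a co-receptor, averaged 85.9 ± 74.3 CPM in epiblast-like and 7.83 ± 26.0 CPM in mesoderm-like cells. The ligand gene Gdf11 averaged 34.3 ± 41.2 and 33.0 ± 51.9 CPM, and the receptor gene Acvr2b 118 ± 50.8 and 200 ± 123 CPM. Lefty2 had reads in 10 mesoderm-like cells and in no epiblast-like cell. With the groups made from size factors, 6 genes of this list were higher in mesoderm-like and 2 in epiblast-like cells, and with a pseudocount of 10 CPM 2 and 1 were.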

We further tested this idea in two additional ways. As the majority of axial progenitors in the Chordoneural Hinge (CNH; the region of the tail bud that drives tail elongation) are descended from cells in the Node-Streak Border (NSB) (Cambray and Wilson, 2007), we compared the transcriptome of these two regions of the mouse embryo using data from Wymeersch et al., 2019. This analysis revealed increased expression of mesenchymal-related genes (e.g. *Snai1*, *Vim* and *Zeb1*) and downregulation of some epithelial markers (e.g. *Cdh1*, *Krt18* and *Cldn4*) in the CNH (Figure 1D). In a complementary approach, we examined the transcriptome of a cell population highly enriched in axial progenitors isolated from E10.5 tail buds (de Lemos et al., 2019), using as a reference the transcriptome of unsorted tail bud tissue (Aires et al., 2019). Again, many mesenchymal markers were highly expressed in the sorted axial progenitors, at levels comparable to those observed in the total tail bud (Figure 1E). Conversely, expression of many epithelial markers was significantly lower in the progenitor pool than in the reference tail bud. Therefore, the gene expression profile of tail bud axial progenitors is more consistent with a mesenchymal than with an epithelial phenotype, further suggesting that tail bud formation entails an EMT on the axial progenitors. Interestingly, however, in all our analyses the loss of epithelial characteristics in tail bud axial progenitors was not complete. Indeed, some epithelial markers maintained high expression levels (e.g. *Tjp1, Lamb1*) or were upregulated (e.g. *Krt10* in the CNH) when axial progenitors moved into the tail bud (Figure 1D,E), thus indicating that the EMT involved in this process could be classified into the category of incomplete or transitional EMTs (further referred as tb-EMT), more akin to those described in metastatic processes than to those driving embryonic development (Kalluri and Weinberg, 2009; Lamouille et al., 2014; Nieto et al., 2016; Pastushenko et al., 2018). Interestingly, while during gastrulation axial progenitors undergoing EMT through the PS enter differentiation routes (e.g. mesoderm formation), tb-EMT keeps the progenitor properties of these cells, capacitating them to drive further axial extension from the tail bud (Aires et al., 2019; Rodrigo Albors et al., 2018; Tzouanacou et al., 2009). This further indicates that although gastrulation and tail bud formation both involve EMTs on axial progenitors within the epiblast, they seem to be functionally separate processes, suggesting that they should rely on different regulatory mechanisms.

### *Snai1* is required for axial progenitor mobilization to form the tail bud

*Snail* genes are among the most prominent EMT regulators in physiological and pathological processes (Barrallo-Gimeno and Nieto, 2005; Carver et al., 2001; Lomelí et al., 2009; Murray and Gridley, 2006; Nieto, 2002; Zeisberg and Neilson, 2009). From this gene family, *Snai1* is a good candidate to be involved in EMT processes associated with axial extension, as in mouse embryos it is expressed in the PS region starting at early developmental stages (Hernández-Martínez et al., 2019; Nieto et al., 1992; Figure 2—figure supplement 1). Indeed, gene inactivation experiments in mouse indicated that *Snai1* is involved in EMT processes during gastrulation (Carver et al., 2001). Interestingly, when this early *Snai1* function was bypassed through a conditional approach that inactivated this gene in the epiblast using the *Meox2-Cre* driver (Murray and Gridley, 2006; Tallquist and Soriano, 2000) (hereafter termed *Snai1-cKO*), the embryos still failed to develop beyond ~E9.5 (a few embryos survive until E10.5) (Lomelí et al., 2009; Murray and Gridley, 2006), indicating an essential function of this gene after gastrulation.

Analysis of E9.5 *Snai1-cKO* embryos revealed a fairly well conserved development of trunk structures. In particular, these embryos had a well-defined neural tube, midgut, notochord and a considerable number of somites that, although smaller than those of wild type littermates, retained signs of anterior/posterior compartmentalization (Figure 3 and Figure 4Ae-j). The trunk identity of this part of the *Snai1-cKO* embryos was confirmed by the presence of characteristic intermediate and lateral mesoderm tissues, including forelimb buds, molecular signatures of urogenital system development (Figure 4Ak,l) and, in some rare embryos that developed until E10.5, hindlimb buds (Figure 4Ao,p). These observations indicate that formation of the primary body is fairly well conserved in *Snai1-cKO* embryos despite *Snai1* being completely absent already at E8.0 (Murray and Gridley, 2006) when this region of the body is being laid down.

**Figure 3.**
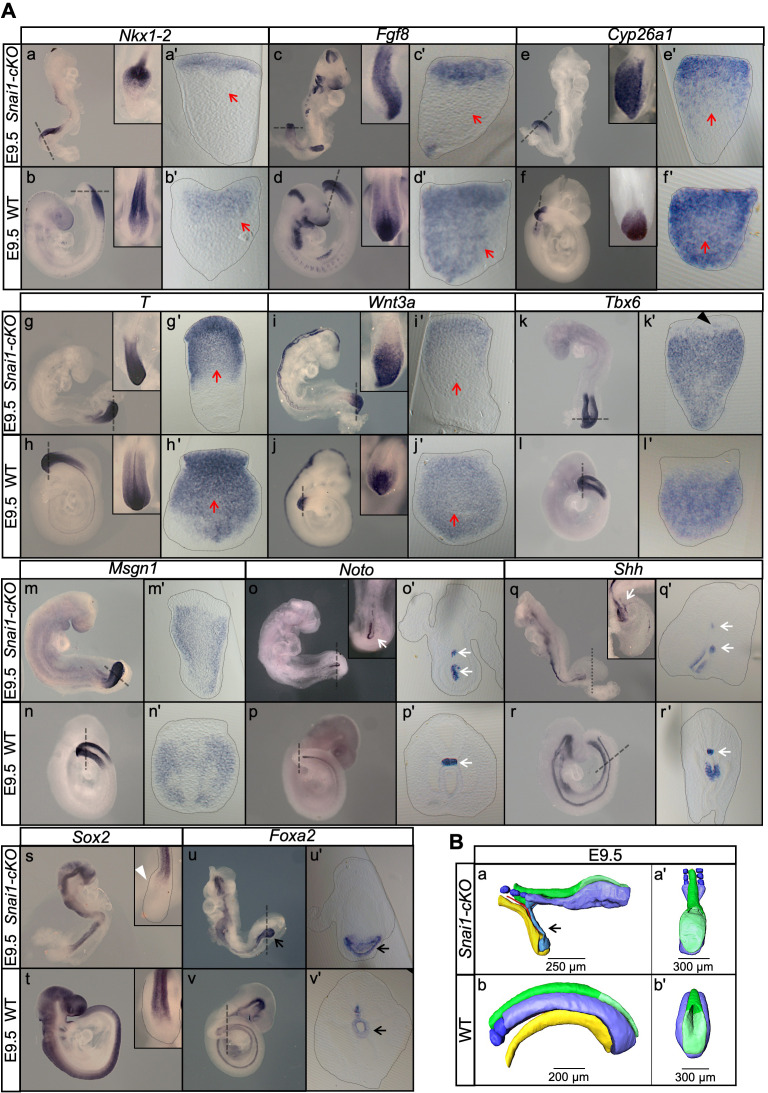
Axial extension is disrupted, at the level of the trunk-to-tail transition, in the absence of *Snai1*. (**A**) Wholemount in situ hybridization with the indicated probes in E9.5 wild type (WT) and *Snai1-cKO embryos*. Axial progenitor-related markers *Fgf8*, *Nkx1-2*, *Cyp26a1* were abnormally restricted to the epithelium of the caudal protuberance of *Snai1-cKO* embryos (red arrows) and *T* and *Wnt3a*-stained embryos were substantially downregulated in the central component of the bulge mesenchyme. *Tbx6* expression was observed in the epithelial-like component of the bulge (black arrowhead) in addition to its mesenchymal expression. *Msgn1* was present in the presomitic mesoderm and in the mesenchymal component of the bulge. The white arrows in the *Noto*-stained embryos indicate the bifurcated or inverted notochord growth in the absence of *Snai1. Sox2* was absent from the bulge region (white arrowhead) of *Snai1-cKO* embryos. Black arrows in the *Foxa2* labelled embryos highlight the abnormal localization of hindgut endoderm in *Snai1-cKO* embryos. (**B**) 3D reconstructions of E9.5 *Snai1-cKO* and WT posterior/caudal structures: neural tube (green), open epiblast (light green), presomitic mesoderm (light blue), somites (dark blue), notochord (red) and endoderm (yellow). At this stage, the ectopic bulge of *Snai1-cKO* embryos forms a structure that resembles an abnormally extended open epiblast in which the closing neural plate fails to extend caudally. The notochord often bifurcates, with one end following the posterior gut endoderm that is detached from the rest of the embryonic structures (black arrow).

**Figure 3—video 1.** Animated 3D reconstruction of the tail bud of E9.5 embryos. The video shows a 3D reconstruction of the caudal part of wild type and *Snai1-cKO* embryos at E9.5. The different tissues are highlighted with a colour code: Yellow: gut; light blue: presomitic mesoderm; dark blue: somites; red: notochord; light green: caudal epiblast; dark green: neural tube.

**Figure 4.**
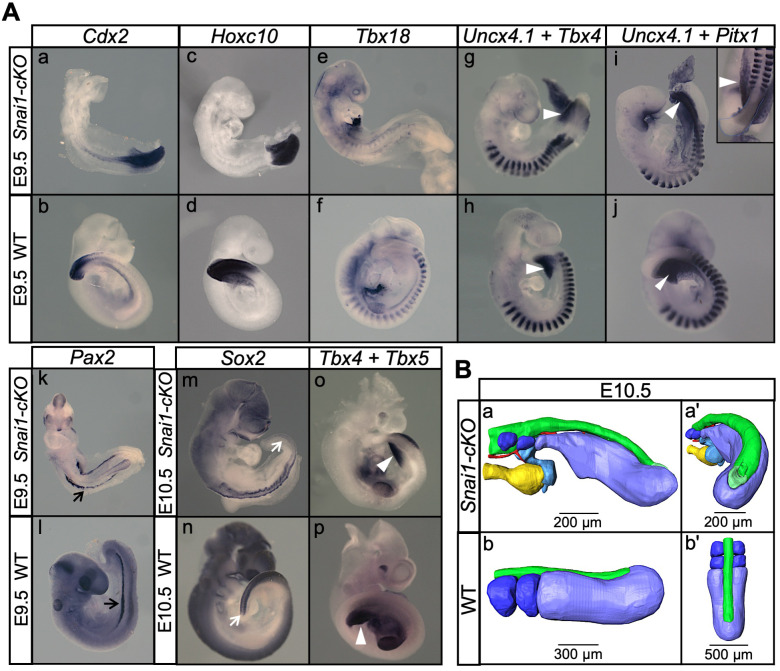
*Snai1-cKO* embryos develop fairly-well organized primary body structures but are unable to form a tail bud. (**A**) Wholemount in situ hybridization with the indicated markers in wild type (WT) and *Snai1-cKO* mutant embryos at E9.5 and E10.5. The insets show close ups of the caudal region. Transverse sections at the levels indicated in the whole-mount embryo are also shown. *Cdx2* and *Hoxc10* expression in *Snai1-cKO* embryos indicate that the bulge is the equivalent of the tail bud in similar stage wild type embryos. The black arrows in the *Pax2*-stained embryos indicate the presence of intermediate mesoderm in both *Snai1-cKO* and wild type embryos. At E9.5, *Tbx18* expression and the combined in situ hybridization for *Uncx4.1*/*Tbx4* and *Uncx4.1*/*Pitx1*, indicate the presence of fairly-well organized trunk somites and hindlimb buds (white arrowheads) in *Snai1-cKO* embryos, which is also highlighted in some mutant embryos, that survived at E10.5, with *Tbx5* and *Tbx4* expression. White arrows indicate that *Sox2* is still downregulated in the bulge of E10.5 *Snai1-cKO* embryos, in comparison to the tail bud of wild type littermates. (**B**) 3D reconstructions of caudal structures of E10.5 wild type and *Snai1-cKO* embryos. Wild type embryos have a closed neural tube (in green), dorsal to the presomitic mesoderm (in blue) and somites (in dark blue). In contrast, *Snai1-cKO* embryos have a bifurcated notochord (red), detached endoderm (yellow) and the bulge resembles a still open caudal epiblast (in green). Somites are shown in dark blue and extra mesoderm in *Snai1-cKO* embryos is highlighted in cyan. Note that the structures posterior to the last somites in *Snai1-cKO* embryos did not extend further than at E9.5, leading to a shorter axis.

**Figure 4—video 1.** Animated 3D reconstruction of the tail bud of E10.5 embryos. The video shows a 3D reconstruction of the caudal part of wild type and *Snai1-cKO* embryos at E10.5. The different tissues are highlighted with a colour code: Yellow: gut; light blue: presomitic mesoderm and tail bud; dark blue: somites; red: notochord; green: neural tube.

In contrast, the tail bud of E9.5 *Snai1-cKO* embryos was replaced by a protuberance protruding caudally from the trunk region of the embryo (Figure 3A,B, Figure 3—video 1, Figure 4Aa-j and Figure 4—video 1). The finding that in *Snai1-cKO* embryos *Hoxc10* expression was restricted to the protuberance is consistent with this structure replacing the tail bud (Figure 4Ac-d). A structure protruding posteriorly from the PS of *Snai1-cKO* embryos was already visible at E8.25 as a bulge (Figure 5 and Figure 5—video 1), when the embryo was building trunk structures. At this stage, *Lfng* expression in *Snai1-cKO* embryos showed variable expression patterns in the region anterior to the bulge, consistent with cycling activity in the presomitic mesoderm generating trunk somites (Figure 5Ac and Figure 5—figure supplement 1). Interestingly, variable *Lfng* signal was also observed in the bulge. To better characterize the apparently variable *Lfng* expression in the bulge we introduced the LuVeLu reporter transgene (Aulehla et al., 2008), which allows live imaging of *Lfng* cycling activity, into the *Snai1-cKO* background. Two-photon live imaging analysis of LuVeLu*::Snai1-cKO* embryos confirmed the rather normal cyclic activity associated with trunk somite formation and revealed the existence of additional LuVeLu waves in the bulge as a signal moving posteriorly through its dorsal surface (Figure 6 and Figure 6—videos 1, 2). Therefore, *Lfng* also shows cycling activity in the bulge but with spatial and directional features different from those observed in wild type and more anterior embryonic regions of the mutant embryos, where it runs from posterior to anterior through the more ventrally located presomitic mesoderm. Together, these results indicate that the PS and the bulge represent different functional modules and that *Snai1* is required for secondary but not postcranial primary body formation.

**Figure 5.**
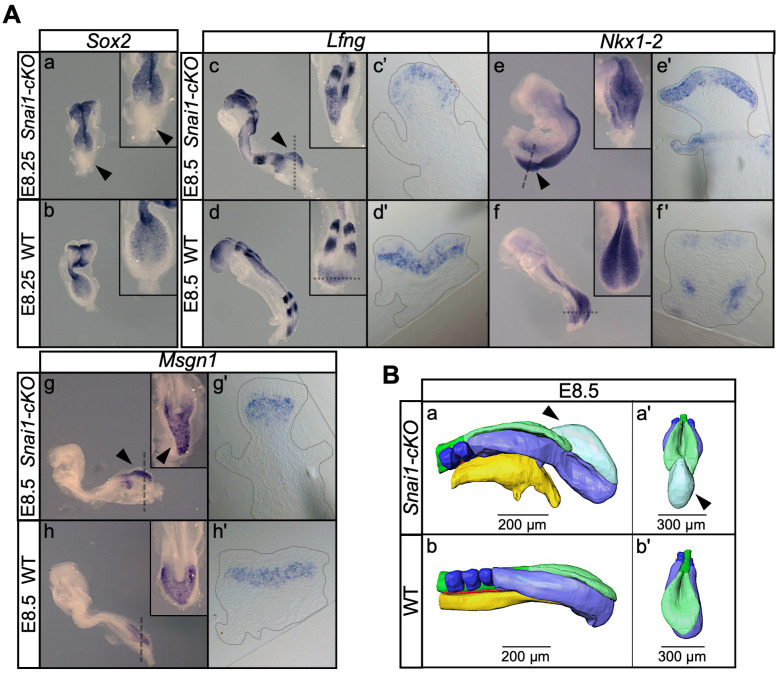
*Snai1-cKO* embryos develop an ectopic bulge associated with the PS. (**A**) Wholemount in situ hybridization with the indicated markers in wild type (WT) and *Snai1-cKO* mutant embryos at E8.5. The inlets show close ups of the caudal region. Transverse sections at the levels indicated in the whole-mount embryo are also shown. In the absence of *Snai1*, a protuberance (black arrowheads) starts to arise from the PS around E8.25. This ectopic bulge is positive for *Lfng* and *Nkx1-2*, but not for *Sox2. Lfng* and *Nkx1-2* expression are restricted to the epithelial-part of the bulge. *Msng1* was only found in the mesenchymal component. (**B**) 3D reconstruction of E8.5 *Snai1-cKO* and wild type posterior/caudal structures: neural tube (green), open epiblast (light green), presomitic mesoderm (light blue), somites (dark blue), notochord (red) and endoderm (yellow). At E8.5, *Snai1-cKO* embryos contain an ectopic bulge (black arrowhead) associated with the PS and the hindgut endoderm shows abnormal development.

**Figure 5—figure supplement 1.**
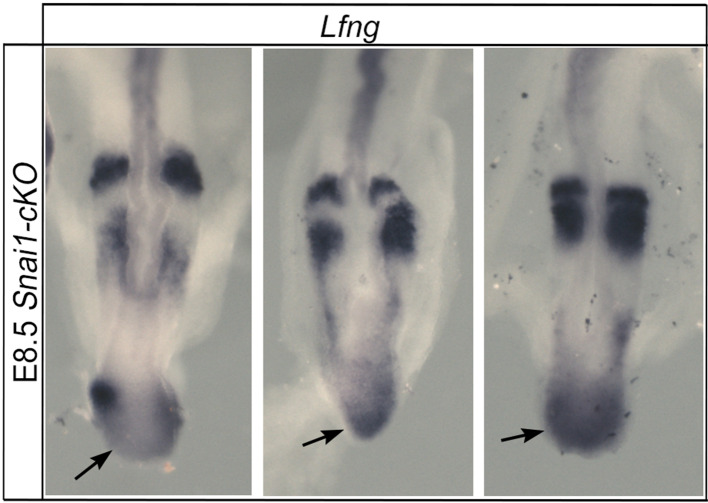
*Lfng* dynamic activity in the bulge of *Snai1-cKO* embryos. *Snai1-cKO* embryos display variable ectopic *Lfng* expression in the bulge region (arrow).

**Figure 5—video 1.** Animated 3D reconstruction of the tail bud of E8.5 embryos. wild type and *Snai1-cKO* embryos at E8.5. The different tissues are highlighted with a colour code: Yellow: gut; light blue: presomitic mesoderm and tail bud; dark blue: somites; red: notochord; green: neural tube; white in the Snai1-cKO embryo: transient epiblast (bulge).

**Figure 6.**
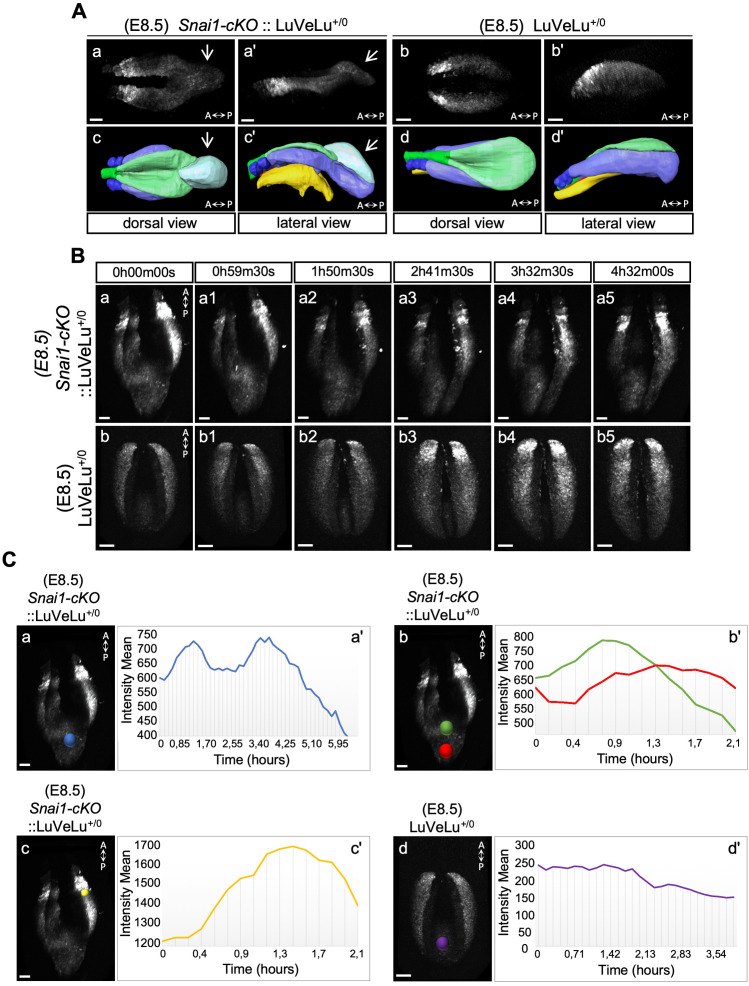
3D two-photon live imaging of LuVeLu reporter expression in E8.5 *Snai1-cKO* and control embryos. (**A**) Snapshot at time-point = 0 of the LuVeLu reporter, in *Snai1-cKO* (from Figure 6—video 1) and control (from Figure 6—video 2) E8.5 embryos. In addition to the normal LuVeLu signal in the presomitic mesoderm, *Snai1-cKO* embryos display ectopic LuVeLu expression in the epithelial-like component of the bulge. (**B**) Snapshots from Figure 6—video 1 and Figure 6—video 2, of time-lapsed two-photon live imaging of the LuVeLu reporter in E8.5 *Snai1-cKO* and control embryos at the indicated time points. *Snai1-cKO* embryos have ectopic LuVeLu expression in the epithelial-like component of the bulge in addition to the normal LuVeLu signal in the presomitic mesoderm. (**C**) Quantitative analysis of LuVeLu cycling activity in the bulge of *Snai1-cKO* embryos. Intensity mean was calculated in the region highlighted by the blue spot (Ca) and plotted for each imaged time-point (8.5 min interval; Ca’). The existence of two-peaks (at t = 1.3 hr and t = 3.6 hr of the time-lapse) and a substantial decrease between them, suggests cycling activity in the bulge of the mutant embryo. These waves occur from anterior to posterior, once the higher intensity mean peak observed in the posterior part of the bulge (red spot; Cb) occurred later than the higher peak measured in the anterior part of the bulge (green spot; Cb). The higher measured wave peak in the posterior part of the bulge (red spot; Cb) coincides with the time-point corresponding to the higher intensity mean peak detected in the newly formed somite (yellow spot; Cc). No signs of LuVeLu cycling activity were observed near the PS (purple spot; Cd) in LuVeLu^+/0^ control embryos. Scale bar: 50 μm.

**Figure 6—video 1.** LuVeLu activity in a E8.5 *Snai1-cKO* embryo. The video shows live imaging of the LuVeLu activity in the caudal part of a *Snai1-cKO* embryo at E8.5. The first part shows the activity at time 0; the second part shows cycling activity in the presomitic mesoderm and in the bulge.

**Figure 6—video 2.** LuVeLu activity in a E8.5 wild type embryo. The video shows live imaging of the LuVeLu activity in the caudal part of a wild type embryo at E8.5. The first part shows the activity at time 0; the second part shows cycling activity in the presomitic mesoderm.

The protuberance observed in *Snai1-cKO* embryos consisted of an epithelial-like layer extending posteriorly from the trunk neural tube, covering a mass of mesenchymal tissue contiguous with the trunk paraxial mesoderm (Figure 3, Figure 3—video 1 and Figure 5, Figure 5—video 1). At E9.5, the notochord was either bifurcated or had reversed its direction of growth (2 and 6 embryos respectively) becoming associated with gut endodermal tissue that fails to extend into the protuberance and is often detached from the rest of the embryonic tissues (found in 12 from the 19 embryos in which this feature was explored) (Figure 3Ao-r’, Au-v’ and B). At this stage, *Sox2* mRNA expression was detected in the trunk neural tube of *Snai1-cKO* embryos but failed to extend into the epithelial component of the bulge (Figure 3As-t). This suggests that, despite histological continuity, the bulge’s epithelial sheet is most likely not an extension of the trunk neural tube. Interestingly, at E9.5 this epithelium contained Sox2 protein [likely resulting from significantly higher protein than transcript stability (Aires et al., 2016)] in cells also expressing T (Figure 7), thus fitting the T^+^/Sox2^+^NMP molecular signature. The axial progenitor identity of the cells within this epithelium was further supported by the prominent expression of a variety of NMP-related genes (Aires et al., 2018; Rodrigo Albors et al., 2018; Gouti et al., 2017; Wymeersch et al., 2019), including *T*, *Wnt3a*, *Fgf8*, *Nkx1-2* and *Cyp26a*1 (Figure 3A). Interestingly, *Fgf8* and *Nkx1-2* expression, as well as T^+^/Sox2^+^ cells, were highly restricted to the bulge’s epithelial layer, which contrasts with their extension into the nascent mesenchyme in wild type embryos when they enter the tail bud stage (Figure 3A and Figure 7). These observations suggest that in the absence of *Snai1*, NMPs become trapped in the epithelial layer of the protuberance, failing to complete the trunk-to-tail transition and disrupting secondary body formation.

**Figure 7.**
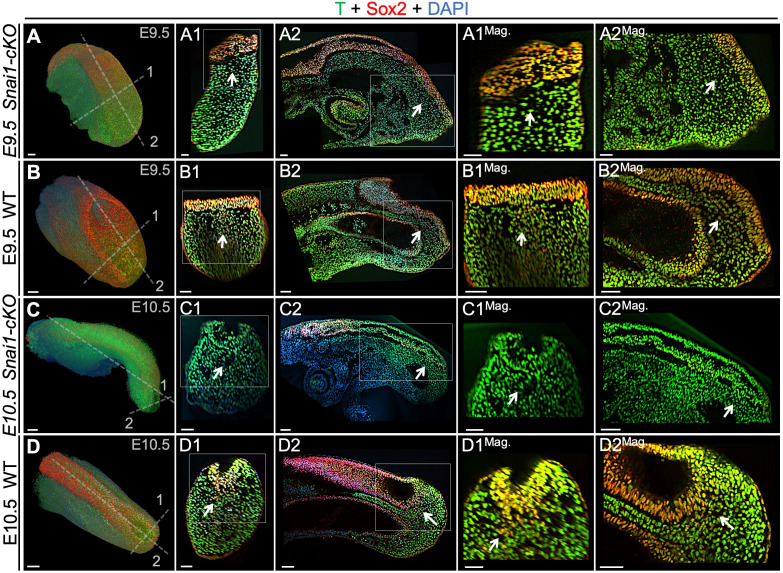
T and Sox2 double-positive cells are restricted to the epiblast of *Snai1-cKO* embryos. Wholemount immunostaining for T (green), Sox2 (red) and DAPI (blue) in E9.5 (**A** and **B**) series) and E10.5 (**C** and **D**) series) *Snai1-cKO* and wild type (WT) embryos. Transversal and sagittal optical sections together with magnifications (Mag.) are also shown. In E9.5 wild type embryos, T^+^/Sox2^+^ cells are found in the mesenchyme below the epiblast (white arrows). Conversely, in similar staged *Snai1-cKO* embryos, they are restricted to the epithelial component of the bulge. At E10.5 most of the bulge’s epithelium, of *Snai1-cKO* embryos, closed into a tube that is mostly negative for Sox2 and positive for T. In contrast, T and Sox2 double-positive cells are still found in mesenchymal compartments of the tail bud of wild type embryos. Magnifications are shown without DAPI. Scale bars correspond to 50 μm.

The mesenchymal component of the bulge was positive for paraxial mesoderm markers, including *Tbx6* or *Msgn1*, but negative for lateral mesoderm markers such as *Tbx4* (Figure 3Ak-n’, Figure 4A and Figure 5Ac-d’), thus resembling paraxial mesodermal features. Moreover, Tbx6 expression was not restricted to the bulge’s mesenchyme but was also observed in the epithelium (Figure 3Ak-l’, and Figure 8B). Since a portion of tail bud NMPs are positive for *Tbx6* expression (Javali et al., 2017), it is possible that the bulge’s epithelial component contains progenitor cells that have already acquired some of the mesenchymal traits associated with tail bud axial progenitors. Consistent with this hypothesis, we only detected residual Cdh1 and Epcam expression in the bulge epithelium at E9.5, whereas expression of mesenchymal markers such as Cdh2 and Vim were readily detectable at levels comparable to those in wild type embryos (Figure 8A and Figure 8—figure supplement 1). In addition, Laminin1 expression in the bulge’s epithelium was highly disorganized already at E8.5, contrasting with the characteristic epithelial pattern observed in adjacent more anterior areas of the same embryos or in the epiblast of wild type littermates (Figure 8B). Together, these observations indicate that in the absence of *Snai1* axial progenitors initiate tb-EMT and acquire some mesenchymal features but are unable to complete the transition to tail bud development.

**Figure 8.**
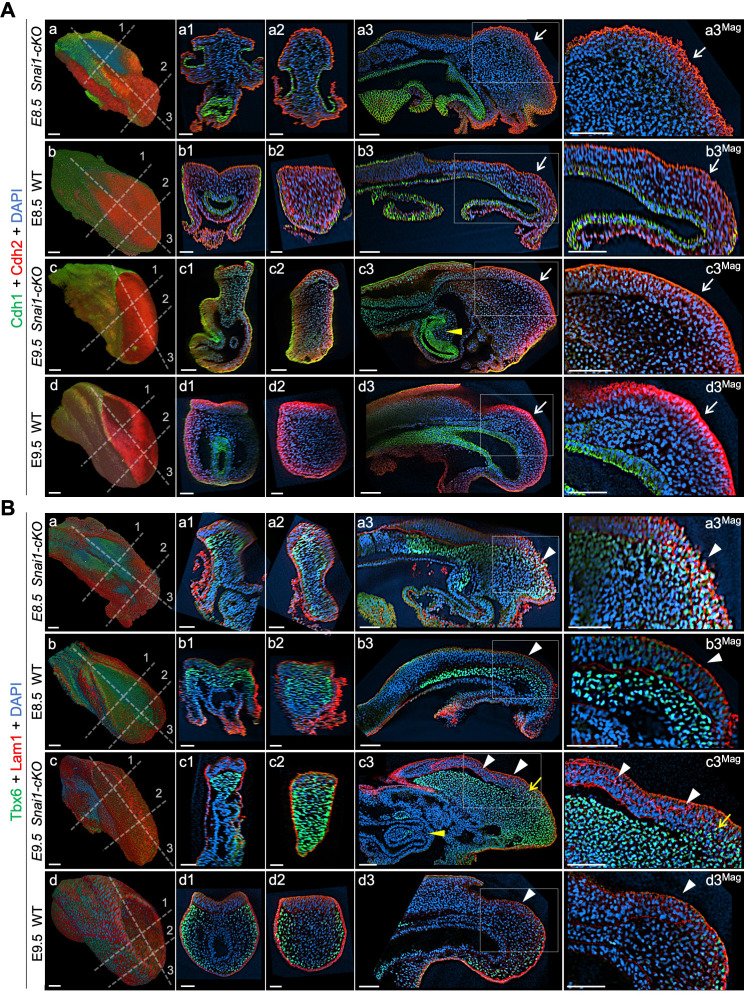
Axial progenitors acquire mesenchymal properties in the absence of *Snai1*. Wholemount immunostainings for Cdh1 (green) plus Cdh2 (red) (**A**) and Tbx6 (green) plus Lam1 (red) (**B**), in E8.5 and E9.5 *Snai1-cKO* and wild type (WT) embryos. Transversal and sagittal optical sections in the indicated regions are also shown together with magnifications (Mag.). The transition from Cdh1 to Cdh2 still occurs in the epithelial component of the bulge in the absence of *Snai1* (white arrows). This region of *Snai1-cKO* embryos contains ectopic Tbx6-positive cells (yellow arrow) and a severely disorganized Lam1 expression (white arrowheads). Yellow arrowheads highlight posterior gut bifurcation in E9.5 *Snai1-cKO* embryos. Scale bars: 50 μm. DAPI staining in blue.

**Figure 8—figure supplement 1.**
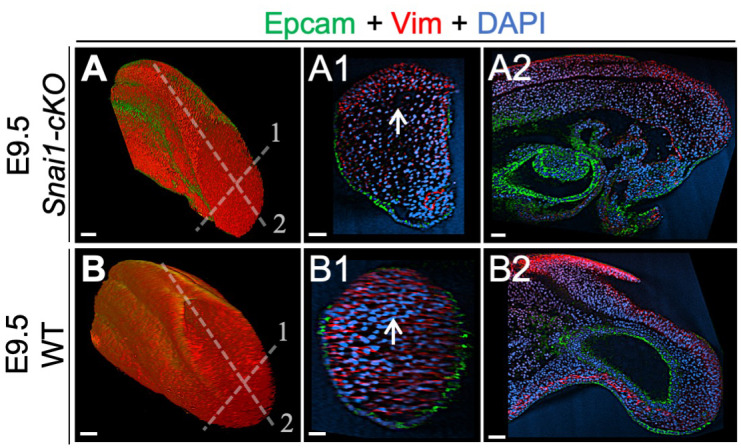
Wholemount immunohistochemistry in wild type and *Snai1-cKO* embryos. Immunostaining of E9.5 *Snai1-cKO* (A series) and wild type (WT) (B series) embryos for Epcam (green) and Vim (red). Transversal and sagittal optical sections are shown. Vim, and not Epcam, is highly expressed in the axial progenitor regions of both WT and *Snai1-cKO* embryos. Scale bars: 50 μm. DAPI staining in blue.

### *Snai1* and *Tgfbr1* cooperatively orchestrate the transition from primary to secondary body formation

*Gdf11* has been associated with the trunk-to-tail transition (Aires et al., 2016; Jurberg et al., 2013; Liu, 2006; Matsubara et al., 2017). However, its partial functional redundancy with *Gdf8* in this process (McPherron et al., 2009; McPherron et al., 1999) hinders proper evaluation of its contribution to tb-EMT. Nevertheless, genetic experiments indicate that *Gdf11* (and most likely *Gdf8*) activity in the caudal embryo is mediated by *Tgfbr1* (also known as *Alk5*) (Andersson et al., 2006; Jurberg et al., 2013), a known EMT regulator (Derynck et al., 2014; Xu et al., 2009) that is expressed in areas containing axial progenitors (Figure 2—figure supplement 2), thus making Gdf11/Tgfbr1 signalling a prime candidate to play a role in tb-EMT. To overcome *Gdf11/Gdf8* functional redundancy, we therefore generated *Tgfbr1* mutant embryos. Initial analysis of *Tgfbr1^-/-^* embryos confirmed the role of this receptor as an inducer of the trunk-to-tail transition (Figure 9), and also indicating the absence of redundancy from other type I receptor of the *Tgfβ/BMP* gene family in this process. Indeed, these mutant embryos extended their axis through the trunk region but failed to undergo the transition to tail development, as illustrated by absent hind limb bud markers, lack of *Lin28a* expression at E10.5, which is involved in promoting tail bud axial progenitor activity (Aires et al., 2019; Robinton et al., 2019), and only residual activation of posterior genes like *Hoxc10* (Figure 9). In addition, the anterior-ventral relocation of the allantois -as the embryo turns and starts developing umbilical structures at tail bud stages- was compromised in these mutant embryos and all tested NMP markers (e.g. *T*, *Fgf8* and *Cyp26a1*) seemed to stay associated with dorsal tissues, with no sign of contribution to tail bud mesenchyme/mesodermal tissue (Figure 9G–L). Together, these observations are consistent with the embryos finishing their axial extension when *Pou5f1* stops influencing axial progenitor activity derived from its natural decay (Osorno et al., 2012), as they are unable to activate the trunk-to-tail transition.

**Figure 9.**
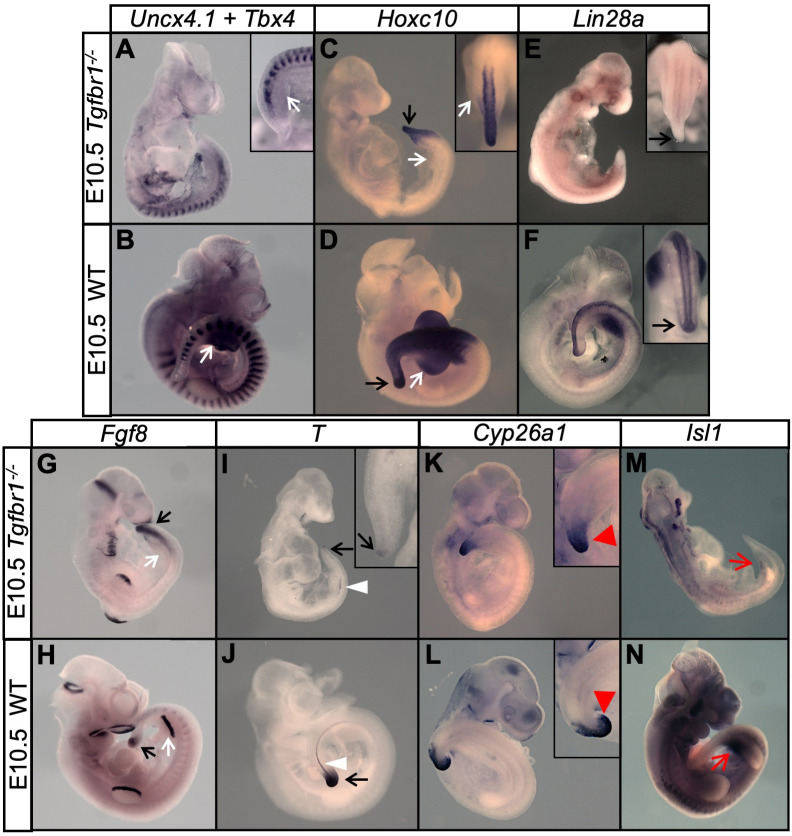
*Tgfbr1* mutant embryos are unable to undergo the trunk-to-tail transition. (**A–N**) Wholemount in situ hybridization with the indicated markers in E10.5 *Tgfbr1*^-/-^ and wild type (WT) embryos. Absent hindlimb bud formation in *Tgfbr1* mutants is highlighted by absent *Tbx4*, *Fgf8* and *Hoxc10* expression (**A–D, G and H**) in the relevant area (white arrows). Tail bud formation is deficient in *Tgfbr1* mutant embryos (black arrows). *Lin28a* and *T* are drastically downregulated in the tail of *Tgfbr1* mutant embryos (black arrows in **E** and **I**), suggesting that these mutants are caudally truncated at this stage. The white arrowheads indicate the notochord, which did not continue its development to more caudal regions in *Tgfbr1* mutant embryos. Red arrowheads highlight the abnormal *Cyp26a1* expression in the *Tgfbr1*^-/-^ tail. Red arrows in **M**) and **N**) indicate absent *Isl1* expression in the prospective developing cloaca of *Tgfbr1* mutant embryos.

In *Tgfbr1^-/-^* embryos the transition from Cdh1 to Cdh2 in the posterior embryo was very inefficient, as Cdh1 was still detected in the *Tgfbr1^-/-^* epiblast at E9.5 and Cdh2 was only detected at very low levels (Figure 10A). Concomitantly, we observed the characteristic Laminin1 epithelial patterns, as well as higher Epcam and lower Vim levels in the *Tgfbr1* mutant epiblast than in similar stage control embryos (Figure 10B and Figure 10—figure supplement 1). These data support an essential role for Gdf11/Tgfbr1 signalling in triggering tb-EMT and suggest that this signalling activity precedes that of *Snai1* during tb-EMT. However, contrary to what has been described in other experimental contexts (Lamouille et al., 2014), *Snai1* is most likely not a direct target of Tgfbr1 signalling during tb-EMT, as we did not find any evidence for increased *Snai1* expression in the progenitor-containing region of *Tgfbr1*-overexpressing embryos [*Cdx2-Alk5^CA^* transgenics (Jurberg et al., 2013; Figure 11B)]. This suggests that *Snai1* and Gdf11/Tgfbr1 signalling are part of independent pathways that converge to orchestrate the tb-EMT. Indeed, *Snai1* expression in the PS region covers only a small region within the *Gdf11* expression domain in the epiblast (Hernández-Martínez et al., 2019; Nieto et al., 1992; Figure 11A). Therefore, it is possible that *Snai1* marks a subset of axial progenitors within the cell pool exposed to Gdf11/Tgfbr1 signalling to be recruited to the tail bud by entering tb-EMT.

**Figure 10.**
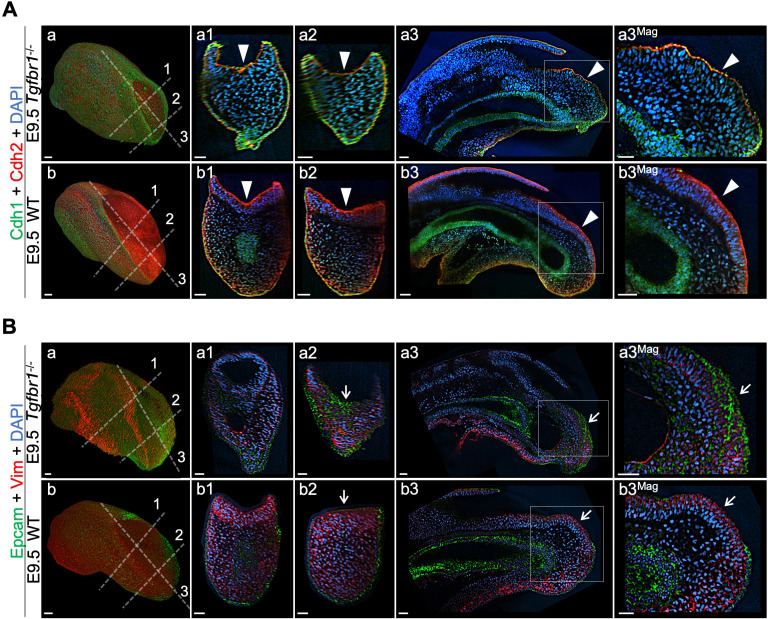
Tail bud EMT is compromised in the absence of *Tgfbr1*. Wholemount immunostaining for Cdh1 (green) plus Cdh2 (red) (**A**) and Epcam (green) plus Vim (red) (**B**) in *Tgfbr1*^-/-^ and wild type (WT) embryos. Transversal and sagittal optical sections through the indicated regions are also shown together with magnifications (Mag.). White arrowheads indicate incomplete Cdh1 to Cdh2 switch in *Tgfbr1* mutants. White arrows show persistent Epcam and deficient Vim expression in the epithelium of the mutant embryos. DAPI staining is shown in blue. Scale bars: 50 μm.

**Figure 10—figure supplement 1.**
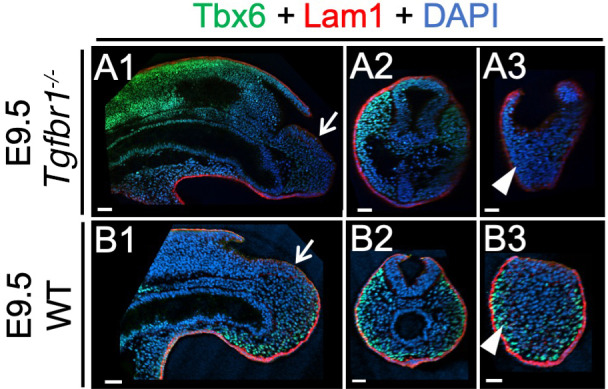
Whole mount immunohistochemistry in wild type and *Tgfbr1* embryos. Wholemount immunostaining for Tbx6 (green), Lam1 (red) and DAPI (blue) of E9.5 wild type (B series) and *Tgfbr1* mutant embryos (A series). Sagittal and transversal optical sections are also shown, highlighting the downregulation of Tbx6 in more posterior tissues (white arrowheads) and normal laminin patterns in the epiblast (white arrows) of *Tgfbr1* mutant embryos. Scale bars: 50 μm.

**Figure 11.**
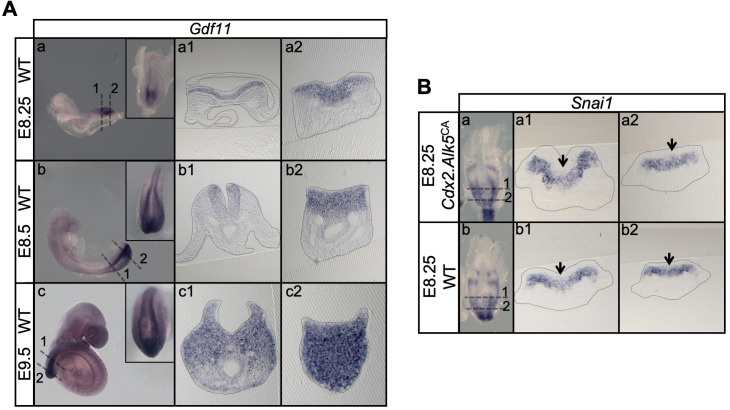
*Snai1* is not a downstream target of *Tgfbr1*. (**A**) Wholemount in situ hybridization for *Gdf11* in E8.25, E8.5 and E9.5 wild type (WT) embryos. Transversal sections through the areas indicated in the whole mounted embryo highlight the increase of *Gdf11* in caudal tissues during primary body formation. (**B**) Overexpression of a constitutively active form of *Tgfbr1* (transgenic *Cdx2-Alk5^CA^*) does not result in increased *Snai1* expression as shown in transversal sections of the areas indicated in the wholemount embryo. Arrows indicate the position of the PS, where low levels of *Snai1* expression can be observed both in the WT (Bb) and transgenic embryos (Ba).

### Extended *Snai1* expression in the PS mobilizes functional tail bud progenitors

A prediction from this hypothesis is that expanding the *Snai1* expression domain in the PS would lead to an increase in the number of cells entering the tail bud route. We tested this hypothesis using a transgenic approach expressing *Snai1* under the control of the *T-str* enhancer (Clements et al., 1996), a regulatory element of the *Brachyury* gene that drives expression in progenitor cells within the PS (Anderson et al., 2013). About half of these transgenic embryos (n = 43) showed caudal morphological abnormalities at E9.5, including axial shortening and premature closure of the caudal neuropore (Figure 12). In these embryos the *T*, *Cyp26a* and *Nkx1.2* domains expanded into the ventral mesenchymal region of the shortened tail bud (Figure 12C-D2, I-L2), consistent with production and delamination of tail bud axial progenitors in regions more anterior to the normal position of the tail bud. In addition, these embryos had a variable number of ectopic neural tubes connected caudally with the expanded *Nkx1.2*-positive mesenchymal domain, aligning ventrally to the main spinal cord (Figure 12), which is consistent with these cells having acquired tail bud NMP identity. We also found cells expressing *T* and *Tbx6* intermingled with these ectopic neural tubes (Figure 12C1–C2, M1), further supporting the NMP identity of these progenitors. Interestingly, these extra neural tubes contained a degree of dorso-ventral patterning, as shown by *Foxa2* expression in their ventral domain, corresponding to the floor plate (Figure 12O1), and by *Wnt3a* expression in the dorsal part of some of these ectopic neural tubes (Figure 12G1). Together, these results indicate that *Snai1* is necessary and sufficient for axial progenitor mobilization during tail bud formation.

**Figure 12.**
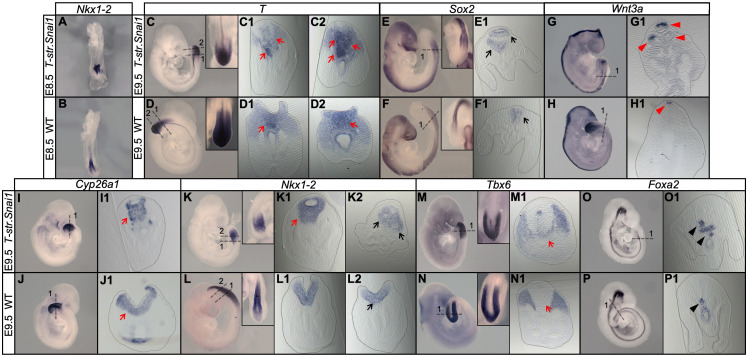
Extended *Snai1* expression in the PS is sufficient to mobilize axial progenitors from the epiblast. (**A–R**) Wholemount in situ hybridization for the indicated markers in wild type (WT) and transgenic *T-str-Snai1* embryos. *Nkx1-2* expression in the transgenic embryos (**A**) indicates an already deformed caudal epiblast at E8.5. At E9.5 *T-str-Snai1* embryos are caudally truncated and display a complete premature closure of their caudal epiblast. Red arrows in C2, I1 and K1 highlight the ventrally extended *T*, *Cyp26a1* and *Nkx1-2* expression, indicating ectopic mobilization of axial progenitors. Black arrows in E1 and K2 show ventrally located ectopic neural tubes in *T-str-Snai1* embryos. Red arrows in C1 and M1 indicate *T*, *Tbx6*-positive cells intermingled with the ectopic neural tubes. The black arrowheads in O1 and P1 indicate the floor plate, showing conserved ventral patterning in ectopic neural tubes of *T-str.Snai1* embryos. The red arrowheads in G1 show *Wnt3a* expression in the dorsal region of the ectopic neural tubes.

## Discussion

The transition from primary to secondary body formation involves at least two coordinated but independent processes. One such process entails activation of a terminal differentiation program in the progenitors for the intermediate and lateral components of the mesoderm that results in the induction of the hindlimb bud and of the mesodermal component of the cloaca (Jurberg et al., 2013). The second process involves the common progenitors for the spinal cord and paraxial mesoderm that become the tail bud, from where they promote further extension of the body axis to generate post-sacral body structures (Henrique et al., 2015; Steventon and Martinez Arias, 2017; Wilson et al., 2009).

### *Snai1* and *Tgfbr1* play a key role in the gene regulatory networks driving tail bud formation

Genetic experiments have shown that *Gdf11* plays an important role in both processes by activating signalling in the axial progenitors through the Tgfbr1 receptor. Indeed, premature activation of this signalling in axial progenitors anticipates the trunk-to-tail transition (Jurberg et al., 2013; Liu, 2006; Matsubara et al., 2017), and *Tgfbr1* null embryos are unable to engage in tail development (this work).

A variety of experimental evidence indicates that *Isl1* is a key component of the network downstream of *Tgfbr1* to induce hindlimb and cloacal tissues (Jurberg et al., 2013). The same experiments also showed that this gene is not involved in tail bud formation, indicating the existence of a different mechanism regulating the formation of this structure. Here we presented evidence for the critical role of *Snai1* in this process. Interestingly, however, this gene is not under the control of Tgfbr1 signalling but provides instead a parallel activity that promotes segregation of axial progenitors into the future tail bud upon functional convergence with Tgfbr1 signalling. The *Snai1-cKO* mutant phenotype indicates that tail bud formation starts rather early in development when the embryo is still actively engaged in PS-mediated trunk development, much earlier than the appearance of morphological signs of a tail bud. This phenotype thus uncovers the existence of a functional developmental module specifically devoted to the formation of the tail bud, independent from that involved in trunk formation. The existence of such ‘tail bud module’ somehow resembles hindlimb or cloacal induction, thus suggesting a unifying mode by which Gdf11/Tgfbr1 signalling activity triggers the different processes involved in the trunk-to-tail transition, consisting in activating alternative developmental programs in different subsets of axial progenitors. The observation that NMPs are suppressed by *Isl1* activity (Jurberg et al., 2013) indicates that the intrinsic properties of these cells differ from those of the progenitors for intermediate and lateral mesoderm, determining whether they engage in tail bud or hindlimb/cloaca formation upon *Tgfbr1* functional input.

Different experimental observations indicate that trunk length and the position of the switch from trunk to tail developmental modes result from quantitative functional balance between *Gdf11* and *Pou5f1* activities (Aires et al., 2016; DeVeale et al., 2013; Jurberg et al., 2013; Mallo, 2018). These observations, together with the *Snai1-cKO* mutant phenotype lead us to suggest a model for axial extension whereby at early stages (mouse E8.0) progenitor activity is dominated by *Pou5f1*, keeping an active PS, while *Gdf11/Tgfbr1* functional contribution is negligible or extremely small. As development proceeds *Pou5f1* activity is progressively reduced in the epiblast (Osorno et al., 2012) and *Tgfbr1* acquires increased functional weight in this area. *Snai1*-positive cells in the PS are the first to respond to the reversed Pou5f1/Tgfbr1 activity balance, resulting in NMPs mobilizing to the tail bud. This process is already triggered when the PS still actively coordinates development at more anterior levels, indicated by the *Snai1-cKO* phenotype. As development proceeds, *Pou5f1* activity decreases (Osorno et al., 2012), and given its requirement for PS maintenance (Aires et al., 2016; DeVeale et al., 2013), it is likely to be responsible, together with *Snai1,* for PS regression and caudal epiblast closure. Under these conditions, *Tgfbr1* eventually takes full control of axial progenitor activity, leaving the tail bud as the only source of axial extension activity and recruiting lateral mesoderm progenitors into hindlimb and cloacal structures. In addition, this model implies an overlap of primary and secondary processes of neural tube formation, and therefore fits better with classical observations in human embryos (Saitsu et al., 2004). A failure in the coordination between these two processes can ultimately lead to the generation of spina bifida (Saitsu and Shiota, 2008).

### Two different functional types of EMT are required during vertebrate axial extension

Here we have shown that the transition from primary to secondary body formation in the mouse entails an incomplete EMT acting on axial progenitors and termed this new developmental process ‘tail bud EMT’ (tb-EMT), as it is required for tail bud formation. This EMT is different from that driving epiblast progenitors through the PS to generate mesodermal tissues during gastrulation in different ways. (1) progenitors undergoing tb-EMT do not enter a differentiation route but retain instead progenitor properties that endow them with the capacity to further extend the body axis by generating both the neural tube and paraxial mesoderm of the tail. (2) tb-EMT is incomplete, keeping expression of a subset of epithelial markers that leave the progenitors in a transitional state. This property might actually facilitate the production of both neural and mesodermal structures from tail bud axial progenitors. Moreover, it is possible that maintenance of some epithelial properties can help progenitors to keep contact with the trunk neural epithelium that they will eventually extend by regaining full epithelial features. Conversely, these cells would be able to enter mesodermal differentiation routes just by completing the EMT, thus circumventing the need for a functional PS. Interestingly, comparison of CNH and tail bud mesenchyme heterochronic grafts (Cambray and Wilson, 2002) showed that after tail bud progenitors enter the mesodermal compartment, they have no longer the potential to generate neural tissues, becoming restricted to mesodermal compartments, further supporting that tail bud progenitors are kept in a transitory state instead of acquiring full mesenchymal characteristics when entering the tail bud.

Another major difference between gastrulation- and tail bud- associated EMTs resides in their genetic control. Genetic experiments identified a number of genes involved in early gastrulation steps, including *Crumbs2*, *p120-catenin*, *Eomes*, *Nodal* and FGF signalling (Arnold et al., 2008; Deng et al., 1994; Hernández-Martínez et al., 2019; Ramkumar et al., 2016; Voiculescu et al., 2014; Yamaguchi et al., 1994). *Tgfbr1*, which is an essential component of tb-EMT, is clearly not involved in gastrulation as embryos lacking this receptor can go through this developmental step and remarkably generate trunk structures. *Snai1* seems to be required for both gastrulation and tb-EMT, although its role might be different in both processes. *Snai1* null mutant embryos generate mesoderm during gastrulation but the mesodermal cells produced are unable to complete their EMT process, keeping several epithelial characteristics and failing to downregulate Cdh1 (Carver et al., 2001). During tb-EMT cells lacking *Snai1* had already lost several epithelial characteristics, most likely resulting from a previous *Tgfbr1* functional input, suggesting that its role during tail bud formation must be different from that in gastrulation. In *Snai1-cKO* embryos, axial progenitors were restricted to epithelial-like layer of the bulge contiguous with the posterior epiblast. Conversely, these cells seem to leave the epiblast prematurely in *T-str-Snai1* transgenic embryos. Therefore, although the role of *Snai1* in tail bud formation requires further evaluation, it is possible that it might be involved in cell mobilization. Interestingly, the phenotypes of both *Snai1* null and of *Snai1-cKO* mutant embryos suggest that PS activity during postcranial elongation is functionally different to that during early gastrulation because *Snai1-cKO* embryos are able to efficiently elongate the postcranial primary body even in the absence of detectable *Snai1* (Murray and Gridley, 2006). This observation is in keeping with a large body of genetic data indicating differences in the gene networks regulating early gastrulation processes and postcranial axial elongation (Andre et al., 2015; Herrmann et al., 1990; Liu et al., 1999; Savory et al., 2011; Takada et al., 1994).

It should be also noted that tb-EMT functional and molecular characteristics are more akin to those described for the transitions involved in metastatic processes than to the typical developmental EMTs (e.g. gastrulation) (Acloque et al., 2009; Kalluri and Weinberg, 2009; Lamouille et al., 2014; Nieto et al., 2016). These transient tail bud progenitors might not only be used to re-assess neural tube closure defects, but also represent a novel in vivo model to study the mechanisms activating *Tgfbr1/Snai1*-dependent metastatic processes.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*M. musculus*)	*Snai1*	MGI	MGI:98330	(other names) *Snail*
Gene (*M. musculus*)	*Tgfbr1*	MGI	MGI:98728	(other names) *Alk5*
Genetic reagent (*M. musculus*)	B6.1239S4-Meox2tm1(cre)Sor/J	Jackson Labs	Stock No 003755 RRID:IMSR_JAX:026858	Tallquist and Soriano, 2000 (another name *Meox2-Cre^+/0^*)
Genetic reagent (*M. musculus*)	B6.129S-Snai1tm2Grid/J	Jackson Labs	Stock No 010686 RRID:IMSR_JAX:010686	Murray and Gridley, 2006 (another name *Snai1^flox/flox^*)
Genetic reagent (*M. musculus*)	LuVeLu	Aulehla et al., 2008		Transgenic
Genetic reagent (*M. musculus*)	*T-str-Snai1*	This paper		Transgenic
Genetic reagent (*M. musculus*)	*Tgfbr1^+/-^*	This paper		Targeted null mutation
Genetic reagent (*M. musculus*)	*Cdx2-Alk5^CA^*	Jurberg et al., 2013		Transgenic
Antibody	anti-Brachyury (Goat polyclonal)	R and D Systems	AF2085 RRID:AB_2200235	IF (1:200)
Antibody	Anti-Sox2 (Rabbit monoclonal)	Abcam	ab92494 RRID:AB_10585428	IF (1:200)
Antibody	anti-Cdh1 (Goat polyclonal)	R and D Systems	AF648 RRID:AB_355504	IF (1:200)
Antibody	anti-Cdh2 (Rabbit polyclonal)	Abcam	ab18203 RRID:AB_444317	IF (1:200)
Antibody	anti-Tbx6 (Goat polyclonal)	R and D Systems	AF4744 RRID:AB_2200834	IF (1:200)
Antibody	anti-Laminin 111 (Rabbit polyclonal)	Sigma	L9393 RRID:AB_477163	IF (1:200)
Antibody	EpCAM/TROP1 (Goat polyclonal)	R and D Systems	AF960 RRID:AB_355745	IF (1:200)
Antibody	anti-Vimentin (Rabbit monoclonal)	Abcam,	ab92547 RRID:AB_10562134	IF (1:200)
Antibody	anti-goat 488 (Donkey polyclonal)	Molecular Probes	A11055 RRID:AB_2534102	IF (1:1000)
Antibody	anti-rabbit 568 (Donkey polyclonal)	ThermoFisher Scientific	A10042 RRID:AB_2534017	IF (1:1000)
Recombinant DNA reagent	*T-str* promoter	Clements et al., 1996		Primitive streak-specific promoter of *T* (*Brachyury*)
Recombinant DNA reagent	*Snai1* cDNA	Nieto et al., 1992		
Sequenced-based reagent	Oligonucleotides	This paper		Table 1
Commercial assay, kit	Nextera XT index kit v2 Set B	Illumina	FC-131–2002	
Commercial assay, kit	Library Quant Kit	Illumina	LC480	
Commercial assay, kit	KAPA Library Quantification Kits	KAPA Biosystems	KK4854	
Software, algorithm	SC3	Kiselev et al., 2017	RRID:SCR_015953	
Software, algorithm	SPRING	Weinreb et al., 2018		

### Mouse lines

*Meox2-Cre*^+/0^ (Tallquist and Soriano, 2000) and *Snai1^flox/flox^* (Murray and Gridley, 2006) mouse strains were obtained from Jackson labs (B6.129S-*Snai1*^tm2Grid^/J – Stock No 010686; B6.1239S4-*Meox2^tm1(cre)Sor^/J* – Stock No 003755). The LuVeLu reporter strain (Aulehla et al., 2008) was provided by Alexander Aulehla and Olivier Pourquié. *Snai1-cKO* embryos (*Meox2-Cre^+/0^::Snai1^flox/-^*) were obtained by crossing *Meox2-Cre^+/0^::Snai1^+/-^* males with *Snai1^flox/flox^* females. *Meox2-Cre^+/0^::Snai1^flox/-^::*LuVeLu*^+/0^* embryos were obtained from similar crosses but with the LuVeLu reporter introduced into *Snai1^flox/flox^* genotype.

To obtain *T-str-Snai1* transgenic embryos, constructs were prepared by cloning a ~ 1,5 kb *Snai1* cDNA (Nieto et al., 1992) under the control of the PS-specific promoter of *T (Brachyury)*(Clements et al., 1996). These constructs were liberated from vector sequences, gel purified and used to produce transgenic embryos by pronuclear injection in FVB/N fertilized oocytes according to standard procedures (Hogan et al., 1994).

The *Tgfbr1^+/-^* line was generated by CRISPR/Cas9, inserting the TGATGATAGGATCC sequence, containing three stop codons and a *BamHI* restriction site in frame with the open reading frame in exon 2. For this, a gRNA containing the targeting sequence TTGACCTAATTCCTCGAGAC was produced by in vitro transcription with the T7 promoter from a plasmid derived from the gRNA-basic (Casaca et al., 2016). The purified gRNA was microinjected into fertilized FVB/N mouse oocytes together with the Cas9 mRNA and the synthetic ssDNA 5’-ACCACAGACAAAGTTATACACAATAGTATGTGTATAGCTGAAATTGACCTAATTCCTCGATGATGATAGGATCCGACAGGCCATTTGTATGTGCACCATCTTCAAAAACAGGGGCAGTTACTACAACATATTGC-3’, containing the stop codons flanked by 60 nucleotide-long homology arms. Genotyping of embryos was performed by PCR, on DNA obtained from yolk sacs or tail biopsies from embryos or mice, respectively, as previously described (Aires et al., 2019). The primers used for genotyping are specified in Table 1.

**Table 1.** Primers used for genotyping.

*Snai1* deletion Fwd	CGGGCTTAGGTGTTTTCAGAC
*Snai1* deletion Rev	TGAAAGCGGCTCTGTTCAGT
*Snai1*^flox^ Fwd	TGAAAGCGGCTCTGTTCAGTG
*Snai1*^flox^ Rev	CTGCTGCACCCCTACTATGTG
*Meox2*-Cre Fwd	CGAGTGATGAGGTTCGCAAG
*Meox2*-Cre Rev	CCTGATCCTGGCAATTTCGGCT
LuVeLu Fwd	TGCTGCTGCCCGACAACCACT
LuVeLu Rev	CTTGTACAGCTCGTCCATGCC
*Snai1* transgenics Fwd	TTGTGTCTGCACGACCTGTGG
*Snai1* transgenics Rev	ATGGGGAGGTAGCAGGGTCAG
*Tgfbr1* Fwd	TGTGAGACAGATGGTCTTTGC
*Tgfbr1* mutant allele Rev	GGCCTGTCGGATCCTATCATC
*Tgfbr1* WT allele Rev	ACATACAAATGGCCTGTCTCG

### Ethical statement

Experiments involving animals carried out in the Oeiras laboratory followed the Portuguese (Portaria 1005/92) and European (Directive 2010/63/EU) legislations, concerning housing, husbandry, and welfare. The project was reviewed and approved by the Ethics Committee of ‘Instituto Gulbenkian de Ciência’ and by the Portuguese National Entity, ‘Direcção Geral de Alimentação Veterinária’ (license reference: 014308).

### Single cell isolation

Wild type outbred MF1 mice were crossed to obtain early head fold embryos. Caudal lateral epiblast (CLE, comprising a region immediately lateral to the posterior edge of the node and lateral to the primitive streak, extending to about half the length of the primitive streak) (Wymeersch et al., 2016) was microdissected in M2 medium (Sigma, M7167), using hand-pulled solid glass needles. After removal of the majority underlying paraxial mesoderm, the different tissue pieces were pooled and after 5 min at 37°C in 0.05% trypsin/EDTA, they were placed in neutralization solution [10% fetal calf serum in phosphate-buffered saline (PBS)] and dissociated by pipetting into single cells. Single cells were then transferred to a tube containing 2% FCS in PBS, strained through the 35 µm mesh of a FACS tube (Corning, 352235) and 1 μg/ml of 4',6-Diamidino-2-Phenylindole, Dihydrochloride (DAPI; Thermo Fisher Scientific, D1306) was added. Single-cells were sorted by Fluorescence-activated cell sorting FACS) with a FACS Aria II (BD Biosciences) into individual wells of a 96-well PCR plate (BioRad, HSS9601) containing the ERCC RNA spike-in Mix (Ambion, #4456740) diluted (1:100.000) in a solution of 0,2% Triton-X100 (vol/vol) (Sigma, T9284), containing 2 U/ µl of RNase inhibitor (Takara Bio Europe, #2313A), 25% (v/v) of 100 μM oligo dT_30_VN (Biomers) and 25% (v/v) of dNTPs 10 mM (Invitrogen, #18427013) into RNAse-free H_2_0 (Thermo Fisher Scientific, 11430615). Plates were sealed with Microseal F (Biorad, MSF1001), centrifuged at 4°C for 1 min at 2000 rpm and stored at −80°C.

### Single-cell RNA sequencing

Full-length RNA-seq from sorted single cells was done using the Smart-seq2 method (Picelli et al., 2014). Libraries from a total of 91 single cells were prepared using a Nextera XT index kit v2 Set B (Illumina) and quantified both using Library Quant Kit (Illumina - LC480, KAPA Biosystems - KK4854) and the AATI Fragment Analyzer. Sequencing was done at the IGC Genomics facility (Illumina, Nextseq 500) at 5 million single end 75 bp reads per cell.

### Single-cell RNA-seq analysis

RNA-seq analysis was done using R software. Sequences were submitted to the GEO repository, accession number GSE147100. Raw sequences were aligned to the GRCm38 (mm10) reference genome using Hisat2 (Kim et al., 2013). The ‘featureCounts’ R function was used to count reads mapping to annotated genes. Clustering analysis was done using the single-cell consensus clustering (SC3) pipeline (Kiselev et al., 2017). Gene markers were obtained considering p-value<0,05. P-values are shown in Spreadsheet 1. Single-cell data visualization was done using SPRING (Weinreb et al., 2018), with the following parameters: Minimum UMI total (for filtering cells)=1000; Minimum number of cells with >= 3 counts (for filtering genes) was set to 3; Gene variability percentile (for filtering genes)=50; Number of PCA dimensions (for building graph) was set to 20; Number of nearest neighbours (for graph)=5. Single cell heatmaps were created using the Heatmapper platform (Babicki et al., 2016). The scRNA-seq values in RPKM used for this analysis are shown Spreadsheet 2.

### In Situ hybridization and sectioning

Wholemount in situ hybridization was performed as previously described (Aires et al., 2019). These experiments were repeated independently at least twice for each genotype giving identical results, with the exception of *Lfng*, which gave different patterns in the PSM region as reported in Figure 5 and Figure 5—figure supplement 1, and notochord markers in *Snai1-cKO* embryos, that gave two alternative patterns as referenced in the main text. Post-stained embryos were included in a mixture of 0.45% gelatin (Merck), 27% bovine serum albumin (Roche), 18% sucrose (Sigma) in PBS that was then jellified with 1.75% glutaraldehyde (Biochem chemopharma) and sectioned at 20 μm with a vibratome (Leica).

### Immunohistochemistry and 3D imaging

Wholemount immunofluorescence staining of tail tissues was performed as previously described (Osorno et al., 2012). At least two embryos per genotype were stained with each antibody with similar results. Primary antibodies (1:200): goat anti-Brachyury (R and D Systems, AF2085), rabbit anti-Sox2 (Abcam, AB92494), goat anti-Cdh1 (R and D Systems, AF648), rabbit anti-Cdh2 (Abcam, AB18203), goat anti-Tbx6 (R and D Systems, AF4744), rabbit anti-Laminin 111 which detects all laminins containing a1, b1 or g1 chains (Sigma, L9393), goat anti-human EpCAM/TROP1 (R and D Systems, AF960) and rabbit anti-Vimentin (Abcam, AB92547). Secondary antibodies (1:1000): donkey anti-goat 488 (Molecular Probes, A-11055) and donkey anti-rabbit 568 (Molecular Probes, A10042). Immuno-stained tails were imaged on a Prairie two-photon system, using an Olympus 20 × 1.0 NA W objective, with the excitation laser tuned to 960 nm, and GaAsP photodetectors. Z stacks of 1024 × 1024 images were acquired every 1 μm, with either 1x or 1.5x zoom. Laser intensity and photomultiplier levels were maintained across replicates and controls.

### Live imaging (LuVeLu)

Embryos expressing the LuVeLu reporter (Aulehla et al., 2008) were dissected in pre-warmed (at 37°C) M2 medium (Sigma) and cultured in low glucose DMEM medium (Gibco, 11054020), 10% of HyClone defined fetal bovine serum (GE Healthcare, #HYCLSH30070.03), 2 mM of L-glutamine (Gibco,#25030–024) and 1% penicillin-streptomycin (Sigma, #P0781). Embryos were cultured at 37°C in a 65% O_2_ and 15% CO_2_ environment (N2 balanced). Embryos were imaged on the Prairie two-photon system (laser tuned to 960 nm). At time = 0, a z-stack of 5 μm step-size was acquired at 1024 × 1024 pixel size, using the 20x objective. From t = 1 and onwards, we acquired z-stacks series of 1024 × 512 pixel images, spaced in depth at 10 μm, using a Nikon 16x LWD 0.8NA W objective. T-series were acquired every 8,5 min.

### Image processing

3D and 4D series of two-photon microscopy datasets were processed using Fiji (Schindelin et al., 2012). Pre-processing involved removal of outlier pixels and elimination of electronic noise in the form of periodic patterns by using fast-Fourier filters (detection of ‘maxima’ in the Fourier spectrum and deleting for each an area with r = 5 pixels, performed slice-by-slice). 3D datasets of immuno-stained tissues were deconvolved using Huygens (SVI). When acquired, adjacent 3-stack datasets were digitally stitched using the ‘Image Stitching’ plugin (Preibisch et al., 2009) (pairwise mode, with alpha blending). We then evaluated the Z-axis attenuation in 3D datasets; when attenuation in depth was noticeable we performed a compensation using FIJI’s ‘Math...Batch’ function and the expression: v = v * exp (a * z), where v = pixel intensity; a = compensation factor (ranging from 1 to 2, depending on the compensation necessary to equalize the intensities on the first and the deeper optical slices) – replicates and controls were treated similarly. The pre-processed multi-channel dataset was then repositioned by affine transformation using the ‘TransformJ’ plugin (Meijering et al., 2001). The transformation matrix was obtained using FIJI’s 3D viewer plugin. 3D visualization and analysis of embryo tails was done using Imaris v9.0 (Bitplane), including the rendering of wholemount (blend mode) and of sagittal and transversal 5 μm optical sections by maximum intensity projection. Note: In EPCAM-stained samples, a considerable bleed-through from the DAPI channel was observed. Therefore, before deconvolution, the EPCAM channel was compensated by dividing it by the DAPI signal. Further background reduction was achieved by dividing the compensated dataset by a ‘synthetic background’ obtained from optical slices without stained tissue. Mutant and wild type embryos were treated similarly.

A CLAHE filter was used to enhance the contrast of DAPI-stained embryos which were also imaged using the Prairie two-photon system (20x objective and laser tuned to 890 nm). Defined embryonic structures (e.g. neural tube) were then segmented by manual contouring and 3D rendered using Amira (Thermo-Fisher Scientific).

To analyse the LuVeLu time-series, we concatenated all 3D datasets and converted to a 4D dataset in HDF5 format. The time-points were then registered using the BigStitcher plugin (Hörl et al., 2019). Visualization and analysis were done using Imaris.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE147100. The following dataset was generated: DiasAMalloM2020Single-cell RNA sequencing of neuromesodermal progenitors of early headfold wild type embryosNCBI Gene Expression OmnibusGSE147100 The following previously published datasets were used: AiresRMalloM2018RNA-Seq of mus musculus: Tailbud WT1NCBI Sequence Read ArchiveSRX4968732 AiresRMalloM2018RNA-Seq of mus musculus: Tailbud WT2NCBI Sequence Read ArchiveSRX4968731 deLemosLMalloM2019RNA-seq of mus musculus : Tail Bud progenitors 2NCBI Sequence Read ArchiveSRX5532193 deLemosLMalloM2019RNA-seq of mus musculus : Tail Bud progenitors 1NCBI Sequence Read ArchiveSRX5532192 WymeerschFJSkylakiSHuangYWatsonJAEconomouCMarek-JohnstonCTomlinsonSRWilsonV2018Gene expression in microdissected embryonic regions during mouse axis elongation.NCBI Gene Expression OmnibusGSE120870 BriscoeJKleinjungJDelileJGoutiM2015Retinoic acid mediated neural and mesoderm specification during vertebrate trunkArrayExpressE-MTAB-520810.1016/j.devcel.2017.04.002PMC542525528457792

How the deposited data were processed for this re-analysis (not part of the article)

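Single cells of the caudal lateral epiblast of mouse embryos at about embryonic day 8.0 were sorted into wells and sequenced by Smart-seq2. The deposited file holds the authors' counts of reads per gene for 91 cells and 53379 genes, made by alignment to GRCm38 (mm10) with HISAT2 and counting with featureCounts. The versions, the annotation and the strand setting are not given in the sources used here. No normalization had been applied. Gene symbols were matched for 53274 identifiers, and 23487 genes had a read in at least 1 cell. All columns were mapped to cells. No pair of cells had the same counts. Cells of other stages, and the other experiments of the paper, were not analysed here.

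Counts were scaled to a total of 1000000 per cell (CPM). Cells were clustered in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0 by a consensus after SC3: k-means with 50 starts on Euclidean, Pearson and Spearman distances, their principal components and Laplacian eigenvectors, with 4 to 7% of the number of cells as dimensions, and a complete-linkage tree into 2 clusters. Genes above 0 in 6 to 94% of the cells were used; a lower end that asked for more than 2 reads was tried first, before the planned filter was applied, and gave the same cells. This is not the SC3 package itself. A cluster was named after the class of fixed markers with the most members that had reads in at least 50% of its cells. Clusters, gene lists, markers and alternatives were fixed before the data were examined, apart from the alternatives named as chosen afterwards in the closing section. A fold is a ratio of mean CPM with a pseudocount of 1 CPM, and the median log2 ratio of a list of at least 5 measured genes was placed among 10000 random lists matched on mean CPM in 20 bins. These percentiles describe these libraries and are not p-values.

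RPKM values were computed for the alternatives from exon lengths of the GENCODE annotation in hand, since the count file holds no gene lengths; the plan had named the lengths of the file. Set beside the part of the authors' RPKM table held here (907 genes and 48 cells), all 43536 values were zero or above zero in both, and 91.1% of the 18995 values above zero differed by at most 5%. Coordinates come from the same annotation of GRCm38.

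The cells came from 1 pool and no embryo is named, so that no test between groups of cells, p-value or standard error is given; the tests of technical explanations in the closing section compare rates and bounds. Shares have an exact Clopper-Pearson interval of 95% confidence. Reads without molecular identifiers are not independent molecules, and the intervals cover counting error only. The total count was 1260653 to 3927737 in epiblast-like and 709866 to 4439571 in mesoderm-like cells. The median share of mitochondrial counts was 3.79% and 4.68%. The minimum of 100000 counts and 2000 genes per cell removed 0 cells, and 0 cells were under the thinning depth of 500000 counts. Each well was sorted to hold 1 cell and no doublet caller was run.

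The steps were tested on simulated data. Of 50 genes each with a true fold of 4, 8 and 16 between simulated groups of the same sizes, 100% passed the 2-fold rule, and of 50 genes with a true fold of 2, 36% passed it. Of 20697 unchanged genes 7.62% passed it by chance, and 3.89% of the 8383 with a mean of at least 10 CPM. All 91 simulated cells were put in their own cluster. Of 200 random lists 5.50% lay below the 5th and 6.00% above the 95th percentile.

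Some genes of the lists are not reported by name here. The genes named are among those the paper names for the E8.0 cells and, of each list, up to 4 members with the largest log2 ratio in either direction among those at least 2-fold different with reads in at least 50% of the cells of the higher cluster; of lists of other cell types, the members with reads in the most cells. Members named because a count was 5 or fewer, the genes that define a single cell and the examples at similar levels (Gdf11, Acvr2b, Wnt3a and Fgf8) were chosen after their values were seen. Of the 26 genes of the glycolysis and hypoxia list, 4 (Slc2a3, Bnip3, Pdk1 and Slc16a3) had been seen in the paper's marker table before the list was fixed.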

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

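All tests given here, apart from the estimate of male cells with missed Y-linked genes, were chosen only after the result was seen.

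In mesoderm-like cells, 23 of the 45 cells with fewer than 5 Sox2 reads had 1 to 4 of them (51.1%, interval 35.8 to 66.3%), and so had 12 of 22 such epiblast-like cells (54.5%, interval 32.2 to 75.6%). Spill between wells that share a plate row or column was tested on 2730 genes with at least 500 reads in 1 to 3 wells. The rate of 1 to 4 reads, of wells with fewer than 5, was compared. It was 8.31% (interval 8.03 to 8.60%) in wells that shared a row or column with such a well and 7.51% elsewhere. The ratio of 1.11 leaves room for a small amount of spill. For these genes it argues against spill as the source of most low reads. Their sources had a median of 623 reads against 405 for Sox2. The sources of Sox2 also differed in number. No well had more than 269 Sox2 reads, and 21 epiblast-like and 3 mesoderm-like wells had at least 5. Spill of Sox2 from many weaker wells is therefore not decided by this test. Free RNA of epiblast cells in every well is argued against by 65 genes at least 8 times higher in epiblast-like cells with at least as many reads in all, whose median share of mesoderm-like cells with a read was 8.33% (quartiles 6.25 and 14.6%) against 54.2% for Sox2, although 3 of the 65 reached the share of Sox2. Reads of Sox2ot, whose gene spans Sox2, were found in 0 of the 23 cells (upper bound 14.8%), although unspliced Sox2ot reads that fall only on Sox2 would escape this test. Such unspliced reads, spill from many weaker wells, low Sox2 transcription in cells of both groups and sources not considered here all stay open. None of them was tested.

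Cell B10 lay between the groups: it was epiblast-like here and mesoderm-like with all genes. A shallow library is argued against, since 69.2% of the cells had a lower total count. For 2 cells in 1 well, 0.0% of 1000 simulated pairs of an epiblast-like and a mesoderm-like cell at its depth had as few genes as its 7421 (lowest pair 8610), which weighs against a pair but, as a simulated bound, does not exclude one. A cell in transition and a pair of cells cannot be told apart here, because no measured value decides between them.

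The paper does not report on sex-linked genes. At least 10 Xist reads were found in 14 cells (3 epiblast-like, 11 mesoderm-like) and at least 10 reads of Y-linked genes in 56 cells (32 and 24), no cell had both, and 21 had neither. Male cells in which the Y-linked genes were missed may account for these: the Chao estimate of male cells with none of 4 Y-linked genes seen was 18.9 (interval 6.94 to 51.4), and 17 cells had fewer than 10 Xist reads and no Y-linked read. Shallow libraries are argued against, since the median total count of the cells with neither was 99.2% of that of the cells with Y-linked reads. The embryos in the pool, and so a difference in sex between the groups of cells, cannot be separated from cell type.

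Genes of other cell types with at least 100 reads in 1 cell and none elsewhere, above the 3 reads that a count of 0 allows, were seen in 6 cells. Foxa2, a gene of node and endoderm, had 306 reads (Poisson interval 273 to 342) in mesoderm-like cell G3. Cer1 had 7596 reads (interval 7426 to 7769) in mesoderm-like cell D4, the deepest library. Nodal had 343 reads (interval 308 to 381) in epiblast-like cell C10. Kdr had 135 reads (interval 113 to 160) in epiblast-like cell H9. Dppa3, a germ cell gene, had 112 reads (interval 92.2 to 135) in mesoderm-like cell E12, which also had 109 Sox2 reads. Prdm14 had 102 reads (interval 83.2 to 124) in mesoderm-like cell B9.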

How the results depend on the processing

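No paired analysis was possible because the cells are 1 pooled sample and no group shares replicate numbers. The alternatives without cell B10 or C10, with lists and shares in groups made from size factors (planned for the number of epiblast-like cells only), with 500 scaled variable genes, without small groups of mesoderm-like cells, with more than 2 reads in the gene filter, with the shorter glycolysis list and with 1 Xist or Y-linked read were chosen after seeing the data. The filter on shallow cells removed no cell and tests nothing.

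That filter left aside, of 296 values under an alternative 238 stayed within their stated range, 47 moved and 11 reversed. The number of epiblast-like cells was 34 to 44 over the alternatives against 43. Numbers hide membership: size factors moved 25 cells to the other group, a Ward tree 4, and all genes, RPKM and k-means 1 each; the other clusterings moved none, and with 3 clusters the mesoderm-like cells split into 41 and 7. In groups made from size factors the members on the side given before numbered 1 (from 5) for the epithelial and 2 (from 7) for the mesenchymal panel, 4 (from 11) for other epithelial, 5 (from 8) for other mesenchymal, 5 (from 9) for pluripotency, 3 (from 6) for EMT factor, 3 (from 5) for Fgf, 3 (from 7) for Notch, 4 (from 12) for glycolysis and 4 (from 8) for laminin and integrin genes, 1 (from 4) for lateral mesoderm and 0 for node, endoderm, germ cell, surface ectoderm, stress and sex-linked genes. More members lay on the opposite side for Tgf-beta (6 against 2), lateral mesoderm (2 against 1), endoderm (1 against 0), stress (1 against 0), node (2 against 0) and surface ectoderm genes (1 against 0), and Hox genes, level before like node and surface ectoderm genes, had 6 epiblast-like against 1. The cause was not tested. Size factors used for the levels alone, in unchanged groups, left the count on the side given before within 1.5 times for every list; on the opposite side axial progenitor genes went from 2 to 4 and germ cell genes from 0 to 1.

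A pseudocount of 10 CPM, which shrinks ratios of low genes by construction, left 3 epithelial panel genes, 7 other epithelial, 4 other mesenchymal, 5 pluripotency, 1 neural, 2 EMT factor, 1 gastrulation EMT, 4 laminin and integrin and 1 Hox gene at 2-fold on that side, and 0 for node, endoderm, lateral and intermediate mesoderm, germ cell, surface ectoderm, stress and background genes. For Tgf-beta genes it gave 1 epiblast-like and 2 mesoderm-like, a reversal, and endoderm genes reversed too (0 against 1). Of lists level before, intermediate mesoderm and surface ectoderm (1 against 0) and Hox genes (2 against 1) then had more members higher in mesoderm-like cells. With a mean of at least 10 CPM, which leaves fewer genes, 1 neural, 1 Hox and 1 Tgf-beta gene (2 on the opposite side) passed, and 0 for node, endoderm, lateral and intermediate mesoderm, germ cell, surface ectoderm and stress genes, of which endoderm and lateral mesoderm reversed (1 each), and node, intermediate mesoderm, surface ectoderm (1 against 0) and Hox genes (3 against 1) had more members higher in mesoderm-like cells. With 0.1 CPM neural genes reversed (3 against 4), and 2 blood and 2 surface ectoderm genes passed. Counts summed per cluster gave 5 (from 3) gastrulation EMT genes higher in mesoderm-like cells. The mesenchymal panel and presomitic lists kept their counts within 1.5 times under every alternative for clusters, weights, pseudocount and filter, except the mesenchymal panel with groups made from size factors.

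Shares depend on the detection rule. T and Sox2 double-positive epiblast-like cells were 37.2% with at least 5 reads, 30.2% with at least 10 CPM and 27.9% with an RPKM of at least 10. At 10 CPM 5 panel genes (from 3) differed 2-fold in them, mesenchymal Zeb1 through at most 2 of 13 cells. Tgfbr1 shares were 32.6% and 43.8% with an RPKM of at least 10. Each Snai1 share stayed within its interval under every alternative run, but with size-factor groups the shares came to 29.4% and 29.8%, without the difference between the groups, and the mesoderm-like share was 34.1% or 31.7% without 7 cells that stand apart. Without cell C10 Msgn1 in Snai1-positive against other epiblast-like cells reversed (log2 ratio -0.0726 from 2.61). The new sign rests on cell B10 among the other cells (5.03 CPM of Msgn1), so only the loss of the 2-fold difference is shown. The first principal component held 9.24% with 500 scaled genes. Depth limits the reading of single reads: mesoderm-like cells with a read of T and Sox2 numbered 25, and 11 after thinning.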

Differences from the paper's values

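The paper's depth of 5 per cell, in units of 1000000 reads, counts sequenced reads, and the median of 2.51 units here is of reads assigned to genes. These are different measures, and no alternative was set for them.

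T and Sox2 double-positive epiblast cells numbered about 12 in Figure 2A of the paper, read by eye, against 25 epiblast-like cells here with at least 1 read of each gene; the paper's text states no threshold. Of the alternatives set before the data were examined, at least 5 reads (16 cells), at least 10 CPM (13) and an RPKM of at least 10 (12) came within 1.5 times of the paper's number, while thinning (19), the clusters made with all genes (24) and the filter on shallow cells (25) did not. These rules do not fare alike on other genes: an RPKM of at least 10 gives 14 Tgfbr1-positive epiblast-like cells against about 22 in Figure 2—figure supplement 2A, read by eye, while at least 10 CPM gives 22, with 27 mesoderm-like cells against about 27. For Snai1 at least 10 CPM gives 7 and 19 cells against about 7 and about 19 in Figure 2—figure supplement 1A, read by eye. With at least 1 read the numbers were 28 and 33 cells for Tgfbr1 and 7 and 20 for Snai1, all within 1.5 times of the paper's.

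The first principal component held about 9% of the variance in Figure 1—figure supplement 1A, read by eye, against 4.36% here, and the second about 4% against 2.63%. Neither log2(RPKM + 1) (4.60% and 2.32%) nor the absence of a gene filter (4.27% and 2.59%) came within 1.5 times of the paper's values. The 500 most variable genes, each scaled, gave 9.24% and 3.46%, a setting chosen after seeing the values; it leaves out genes but calls none, so that no called item of the paper is dropped.

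The number of epiblast cells printed in Figure 2A is matched with all genes in the clustering (42 cells) and is 1 less than the 43 found without the listed genes.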

Other observations

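The tests on the glycolysis list without the genes seen beforehand were chosen only after the result was seen. Part of the genes of glycolysis and the response to low oxygen were higher in epiblast-like cells. Of 26 measured genes 12 were higher in epiblast-like cells, 3 in mesoderm-like cells and 11 differed less than 2-fold, with a median log2 ratio of 0.95, above all of the random lists. The glucose transporter genes Slc2a1 and Slc2a3 averaged 1804 ± 805 and 1499 ± 630 CPM (SD over cells) in epiblast-like cells and 317 ± 224 and 64.4 ± 117 CPM in mesoderm-like cells, and the lactate transporter gene Slc16a3 200 ± 166 and 52.3 ± 65.4 CPM. The oxygen sensor gene Egln3 was higher in mesoderm-like cells (78.8 ± 76.7 against 18.5 ± 38.9 CPM). Without the 4 genes seen in the paper's marker table, 8 of 22 were higher in epiblast-like cells. With groups made from size factors 4 of the 26 were, at a median of 0.50.

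Lists of signalling genes had members on both sides. Of 12 Notch and segmentation genes 7 were higher in mesoderm-like cells, with Dll3 at 278 ± 213 and Notch1 at 114 ± 116 CPM against 10.3 ± 33.7 and 3.87 ± 16.1 CPM, and 3 in epiblast-like cells, with Hes3 at 73.1 ± 60.8 against 0.353 ± 2.45 CPM and Hes1 at 45.5 ± 52.4 against 2.81 ± 10.0 CPM. The median of the Notch list was -1.69, below all of the random lists, and 0.05 with groups made from size factors. Of 15 Fgf genes 5 were higher in mesoderm-like cells, among them the ligands Fgf3, Fgf4 and Fgf15, 3 in epiblast-like cells, among them Fgfbp3, and 7 differed less than 2-fold, with the median (-0.14) at percentile 14.1 of the random lists. Of 16 Wnt genes 5 were higher in mesoderm-like cells, among them Rspo3 and Dact1, 2, Wnt8a and Wnt5b, in epiblast-like cells, and 9 differed less than 2-fold, with the median (-0.58) at percentile 0.01, and at -0.12 with groups made from size factors. Of 10 retinoic acid genes 3 were higher on each side: the receptor gene Rarg, Dhrs3 and Cyp26a1 in epiblast-like cells, and Aldh1a2, Crabp1 and Stra6 in mesoderm-like cells, with 4 under 2-fold and the median (0.33) at percentile 95.9. Of 16 laminin, collagen IV and integrin genes 8 were higher in mesoderm-like cells, among them Lama1 (reads in 35 against 6 cells), and 4 in epiblast-like cells, among them Itga6 (48.2 ± 55.7 against 3.00 ± 11.5 CPM). Of 18 Hox genes of the anterior and trunk groups 5 were higher on each side, and none of 12 posterior Hox genes was measured. That rule asks for a read in at least 3 cells and does not show absence. The posterior gene Hoxd13 had 316 reads in mesoderm-like cell B9 and 35 in mesoderm-like cell C12. With groups made from size factors 3 Notch, 3 Fgf and 4 laminin, collagen IV and integrin genes were higher in mesoderm-like cells. Hox genes then had 6 higher in epiblast-like and 1 in mesoderm-like cells. In the unchanged groups these numbers were 1 and 2 with a pseudocount of 10 CPM, and 1 and 3 with a mean of at least 10 CPM. All 15 S phase and all 15 G2 and M phase genes differed less than 2-fold. The S phase median (0.27) lay at percentile 99.2 of the random lists and the G2 and M phase median (-0.05) at percentile 15.9, and with groups made from size factors these medians were -0.18 and 0.40, so that both changed sign.

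Apart from the neural list, of which 10 of 11 genes were measured, few genes of other cell types were measured. The balance of the neural, endoderm, lateral mesoderm and stress lists reversed under at least 1 alternative of the processing. Of 10 neural genes 3 were higher in epiblast-like and 1 in mesoderm-like cells, and of 5 endoderm genes 1 and 2. Of 6 lateral and extraembryonic mesoderm genes 4 were higher in mesoderm-like cells and 1, Msx1, in epiblast-like cells. Of 4 blood and endothelial genes 1, Lmo2, was higher in mesoderm-like cells (38 against 10 cells with a read). Of 2 node genes, 2 intermediate mesoderm genes and 3 surface ectoderm genes 1 each was higher on either side, Lhx1 being read in 25 mesoderm-like and 4 epiblast-like cells and Wnt6 in 21 and 3. Of 3 germ cell genes 2 were higher in epiblast-like cells, of 10 stress genes 2 in epiblast-like and 1 in mesoderm-like cells, of 3 measured background genes 1 in epiblast-like cells, and of 5 sex-linked genes 1, Eif2s3y, in epiblast-like and 1, Xist, in mesoderm-like cells.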
